# Heat Stress Factors Expressed during Seed Maturation Differentially Regulate Seed Longevity and Seedling Greening

**DOI:** 10.3390/plants9030335

**Published:** 2020-03-06

**Authors:** Concepción Almoguera, Pilar Prieto-Dapena, Raúl Carranco, José Luis Ruiz, Juan Jordano

**Keywords:** seed maturation, seed longevity, photomorphogenesis, seedling greening, differential regulation, HSF

## Abstract

Heat Stress Factor A9 (A9), a seed-specific transcription factor contributing to seed longevity, also enhances phytochrome-dependent seedling greening. The RNA-seq analyses of imbibed-seed transcripts here reported indicated potential additional effects of A9 on cryptochrome-mediated blue-light responses. These analyses also suggested that in contrast to the A9 effects on longevity, which require coactivation by additional factors as A4a, A9 alone might suffice for the enhancement of photomorphogenesis at the seedling stage. We found that upon its seed-specific overexpression, A9 indeed enhanced the expected blue-light responses. Comparative loss-of-function analyses of longevity and greening, performed by similar expression of dominant-negative and inactive forms of A9, not only confirmed the additional greening effects of A9, but also were consistent with A9 not requiring A4a (or additional factors) for the greening effects. Our results strongly indicate that A9 would differentially regulate seed longevity and photomorphogenesis at the seedling stage, A9 alone sufficing for both the phytochrome- and cryptochrome-dependent greening enhancement effects.

## 1. Introduction

In plants, the heat-shock response and some crucial developmental processes are regulated by a gene family of transcription factors known as the heat-shock transcription factors (HSFs). The functional specialization of the multiple plant HSFs is, for the most part, unexplored. Only HSFs from a few plant species have been functionally analyzed [1,2]. Our lab has characterized HSFs, which, in sunflower (*Helianthus annuus* L.), contribute to longevity, thermotolerance, and desiccation tolerance of seeds. HaHSFA9 (A9; *Helianthus annuus* Heat Stress Factor A9) is a peculiar Class A HSF that, in sunflower, is expressed only in seeds [3]. The gaining of function upon the overexpression of A9 in transgenic tobacco has indicated its involvement in thermotolerance, seed longevity, and tolerance to extreme desiccation [4,5]. A9 activates a genetic program—the “A9-programme”—that includes subsets of genes encoding Heat Shock Proteins (HSP) normally expressed during zygotic embryogenesis in seeds. Furthermore, the photosynthetic apparatus and green organs of 35S:A9 seedlings (constitutively overexpressing A9) showed an unusual resistance to extreme conditions of dehydration and oxidative stress [6].

In connection with seed longevity, we reported some requirements and consequences of loss-of-function of A9. Different modified forms of A9, expressed under the seed-specific DS10 promoter, were analyzed in transgenic tobacco seeds. Transcription-inactive forms of A9 (as A9M1) were inefficient compared to an active repressor form (A9 fused to SRDX, A9M3). Thus, using only A9M3, we observed a substantial reduction in seed longevity [7]. This strongly indicates that A9 is not the sole Class A HSF involved in transcriptional activation of the “A9-programme” in developing seeds. Subsequently, HaHSFA4a (A4a; *Helianthus annuus* Heat Stress Factor A4a) was identified as one of such accessory HSFs [8]. Interestingly, both A4a and A9 were repressed by the auxin/Indole-3-Acetic Acid (aux/IAA) protein HaIAA27, which revealed a connection between seed longevity and auxin signaling: aux/IAA proteins reduced seed longevity by interfering the A9-A4a synergic interaction [8,9]. A9 and A4a coactivate the same genetic program involving specific sHSP target genes. This has been confirmed by observing enhanced seed longevity in DS10:A4a and DS10:A9/A4a transgenic tobacco lines, which specifically overexpress A4a, or A4a with A9, in seeds [10]. Similar analyses with 35S:A4a and 35S:A9/A4a lines revealed enhanced tolerance to vegetative severe dehydration and oxidative stress in young transgenic seedlings, furthermore showing that A4a strictly requires A9 to cause the enhanced stress resistance [10].

Plants use sunlight as an important developmental cue. Chloroplast biogenesis starts, for the first time, during plant embryogenesis, normally halts during seed development, and continues after germination. Embryos in seeds contain immature plastids (proplastids) that, during dark germination, develop into partially assembled plastids that completely transform into chloroplasts only after photomorphogenesis is induced by light [11]. Light perception by different receptors is crucial for the initiation and progression of photomorphogenic development. This includes the receptors for far-red (FR) and red (R) light, which are Phytochrome A (PHYA), and Phytochrome B (PHYB), respectively (see the reviews [12,13,14]). The FR and R wavelengths of white light suffice—in separate—for photomorphogenesis. However, plants also use different receptors for blue light, including Cryptochromes (CRY) and Phototropins (PHOT), respectively reviewed in [15,16]. A recent publication from our lab also demonstrated a functional link between A9 and the initiation of seedling photomorphogenesis [17]. This link is active under darkness immediately after seed germination, and also upon exposure to light, partially operating through direct and indirect effects on the PHYA and PHYB photoreceptors. In transgenic tobacco plants, A9 thus causes complex effects, resulting in accelerated photomorphogenesis. This adds to the enhanced drought, heat, and oxidative stress tolerance also conferred by A9, as revealed by our former studies [4,5,6]. However, it has not yet been explored whether A4a coactivates the photomorphogenic effects induced by A9 in a similar way to that reported for the effects of A9 on seed longevity. In this work, we performed comparative RNA-seq analyses of the overexpression effects of A9 and A4a. We also reported comparative loss-of-function analyses of seed longevity and seedling greening, performed using dominant-negative and inactive forms of A9. Collectively, our results support a model whereby A9 enhances seedling photomorphogenesis without the concourse of additional seed HSFs as A4a.

## 2. Results

A9 is a seed-specific transcriptional activator [3] that enhances gene expression connected both with seed longevity [4] and seedling photomorphogenesis [17]. To investigate whether the regulation by A9 is similar or different in both cases, we first analyzed the effect of A4a on transient transcriptional activation of the PHYA promoter, a photoreceptor that is directly activated by A9 [17]. The results depicted in Figure 1 showed that A4a attenuated the transcriptional activation of PHYA by A9. Additional experiments demonstrated the inhibitory effects of A4a on seedling photomorphogenesis in the A9 genetic background, for example, in experiments of early greening under white light (Figure 2). These results contrast the published effects of A4a- on A9-induced seed longevity and on promoters of genes (as sHSP) involved in seed longevity, where A4a functions as an A9-dependent synergic transcriptional coactivator [10], which enhances seed longevity, as determined by controlled-deterioration assays [4]. The results in Figure 1 and Figure 2 indicate that the A9 effects on seed longevity and seedling greening were differentially regulated.

### 2.1. Transcriptomic Analysis of the Effects of A9 and A4a

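RNA was sequenced from 6 libraries, which form 3 comparisons of a transgenic (T) library with a nontransgenic (NT) sibling library. DS10:A9 seeds, which carry sunflower A9 under the seed-specific DS10 promoter, were compared with NT seeds. DS10:A4a seeds, with A4a under the same promoter, were compared with another NT seed library. 35S:A9 seedlings, where the 35S promoter drives A9 in vegetative organs, were compared with NT seedlings. Seeds had been imbibed for 24 h in the dark and seedlings were 3 weeks old. Each library was an equimolecular mix of 4 RNA samples from 3 pairs of sibling lines, so there was 1 library per condition and comparison and no difference below has a replicate check. The paper states that each mix was sequenced 2 times, and the tables give 1 value per library. The authors mapped the clean reads with Bowtie2 to a tobacco reference transcriptome extended with transcripts assembled from these reads, computed FPKM (fragments scaled to transcript length and to the mapped depth of the library) with RSEM, and compared each pair of libraries by a Poisson method. The deposited tables list genes selected by a fold threshold and not all genes measured. They give the FPKM in both libraries, the log2 of their ratio and the Poisson p, and an FPKM of 0 is written as 0.01. The tables hold no read counts. For genes listed at 0 in the NT library, however, the authors' deposited p depends on the number of fragments in the T library and on the ratio of the depths alone, and it gave whole numbers of fragments (within 0.1%) for 97.1 to 98.8% of these genes. The depths recovered in this way were, rounded, 11600000 assigned fragments in DS10:A9 seeds and 11400000 in their NT seeds, 13400000 in 35S:A9 and 13200000 in NT seedlings, and 16300000 in both DS10:A4a and their NT seeds. The paper states a depth of at least 4.44 Gb of clean reads per sample, and the values here use the recovered depths. A gene of 1 kb with an FPKM of 1 corresponds to between 10.6 and 15.3 fragments. Log2 folds were computed from the deposited FPKM, and the fragments behind each value gave an exact binomial (Clopper-Pearson) 95% interval of the log2 fold, called counting interval below. It covers counting error between 2 libraries and not the variation between plants, lines or pools. Tobacco is allotetraploid, and reads can be shared between the copies of a gene.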

The differential regulation indicated by the results of Figure 1 and Figure 2 was further investigated by exploratory (pooled, single-replicated; see Materials and Methods for details) RNA-seq analyses of transcript accumulation induced by A9 or A4a overexpression in transgenic tobacco. Each transgene in the various lines was integrated at different single locations (as detailed in Materials and Methods). For RNA-seq, we used the transgenic A9 lines and sibling nontransgenic (NT) segregant lines that were described by our lab in precedent works [4,5]. For A9-induced (A9up) transcripts, we identified mRNAs that were consistently upregulated in both seedlings of 35S:A9 lines and in imbibed seeds of DS10:A9 lines (by comparison with the respective NT sibling lines in each case). The effects of A4a were determined using imbibed seeds (therefore expressing endogenous A9) from the sibling DS10:A4a and NT lines [10] because we previously determined that A4a was not able to activate transcription in absence of A9, for example, in the vegetative organs of 35S:A4a plants [10]. Table S1 includes a total of 4755 identified genes consistently upregulated by A9 at least 1.5-fold (Log2 fold ≥ 0.6; the A9up set) in both the 35S:A9 and DS10:A9 RNA-seq experiments (Figure 3A). 

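RuBisCO activase, which keeps the carbon-fixing enzyme active, was among the A9up genes with the largest change in both comparisons. RuBisCO activase 1 (gene_62894) was at an FPKM of 15.8 in NT and 601 in 35S:A9 seedlings, a log2 fold of 5.25 (counting interval 5.09 to 5.41), and at 0.12 in NT and 5.49 in DS10:A9 seeds, a log2 fold of 5.52 (3.66 to 8.62). RuBisCO activase 2 (gene_72548) was at 12.5 and 537 in seedlings and at 0.16 and 4.22 in seeds. Cytosolic ascorbate peroxidase 2 (gene_15689), which removes hydrogen peroxide, had log2 folds of 4.56 (4.37 to 4.76) in seedlings and 2.40 (1.97 to 2.84) in seeds. The genes gene_46029 and gene_46027, described as probable galactinol-sucrose galactosyltransferase 2, had log2 folds of 3.27 and 3.76 in seedlings and of 2.55 and 2.49 in seeds. Of 26 gene lists fixed beforehand, the one with most members in the A9up table was that of retrotransposon-derived proteins, at 192 genes, followed by those of flavonoid synthesis and of histone modification and chromatin remodelling, with 19 each. Lists of cell wall loosening (17 genes), histones, cyclins and replication (12) and mediator subunits also had 10 or more members in it. Of the lists on light and stress, it held 12 photoreceptor genes, 11 light-harvesting chlorophyll a/b protein genes and 11 sHSP genes. It held 8 raffinose family and galactinol genes, 6 genes each of HSP70, HSP90 and HSP101 chaperones and of DnaJ proteins, 3 antioxidant enzyme genes and 1 heat stress transcription factor gene. No storage or oil-body protein gene was in the table and 1 LEA gene was. Of the 4755 gene identifiers, 4753 had values in both comparisons and 4710 had a log2 fold of 0.6 or more in both, the other 43 being just under 0.6. The typical member was weakly expressed: the median FPKM was 0.11 in NT and 0.46 in DS10:A9 seeds (1 and 5 fragments) and 0.26 in NT and 0.87 in 35S:A9 seedlings (4 and 12 fragments), and 1790 genes were listed at 0 in NT seeds. With an FPKM of 1 or more in a library of each pair and a log2 fold of 0.6 or more, 1002 genes remained.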

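In seeds, the mitochondrial small heat shock protein gene HSP26.5 M (gene_25232) was at an FPKM of 140 in NT and 1133 in DS10:A9, a log2 fold of 3.02 (counting interval 2.94 to 3.09). HSP16.1 CI (gene_26623), of cytosolic class I, was at 84.8 and 376 (2.15, 2.02 to 2.28). HSP18.8 CII (gene_24514) was at 162 and 297 (0.87, 0.77 to 0.97). In seedlings, where NT values of these genes lay between 0.91 and 1.95, HSP26.5 M reached 148, HSP16.1 CI 88.4 and HSP18.8 CII 524 in 35S:A9, so that the latter had a log2 fold of 8.60 (7.82 to 9.51). In seedlings PHYA1 and PHYB differed less than these sHSP genes, and in seeds their folds were close to that of HSP18.8 CII. PHYA1 (gene_22791), the far-red light receptor, was at 6.31 in NT and 12.0 in DS10:A9 seeds (0.93, 0.58 to 1.28) and at 12.1 and 25.5 in seedlings (1.08, 0.85 to 1.30). PHYB (gene_78577), the red light receptor, was at 1.97 and 3.77 in seeds (0.94, 0.53 to 1.35) and at 5.20 and 10.4 in seedlings (0.99, 0.77 to 1.21). HY5 (gene_57696), a transcription factor of light signalling, was at 1.14 and 3.33 in seeds, or 7 and 21 fragments (1.55, 0.26 to 3.03), and at 0.31 and 1.85 in seedlings, or 2 and 12 fragments (2.58, 0.40 to 5.77). A further HY5 gene, gene_78854, had log2 folds of 0.68 (0.21 to 1.17) in seeds and 0.71 (-0.33 to 1.70) in seedlings.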

The A9up set included the target genes of A9, which, in connection with seed longevity (for example, multiple sHSP genes), or photomorphogenesis (for example, PHYA, PHYB, and ELONGATED HYPOCOTYL 5, HY5) were confirmed by RT-qPCR and with other different analyses in our precedent publications [4,5,7,9,10,17]. This supports the quality of our exploratory RNA-seq. Table S2 outlines some examples of these important genes. 

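All 22 genes of Table S2 were in the A9up table. Of its 6 sHSP genes, 3 were in the table of genes higher in DS10:A4a than in NT seeds, with counting intervals above 0, and the other 3 were in no A4a table. Of its 11 light genes, 6 were in the table of lower genes and PHYC in that of higher ones, and the others were in neither. The counting intervals of CHS, FLS, LDOX and DFR were below 0, that of HY5 included 0, and NCED1 and PHYC, listed at 0 in a library, rest on 1 and 3 fragments. Of its 5 chromatin genes, ASF1A, MED18 and CHR10 were in the table of lower genes, all with counting intervals that include 0. HSP21.7 CVI (gene_80958), the sHSP gene with the lowest values, was at an FPKM of 0.23 in NT and 1.22 in DS10:A9 seeds, a log2 fold of 2.41 (counting interval 0.23 to 5.64 from 2 and 11 fragments), and at 0.66 and 1.50 in seedlings (1.18, -0.18 to 2.70). PHYC, NCED1, SIG1, ASF1A and CHR10 were listed at 0 in the NT seeds of the DS10:A9 comparison, which leaves no fold for them there. The FPKM was under 1 in both seed libraries of that comparison for 7 of the 22 genes.

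**Figure D1:**
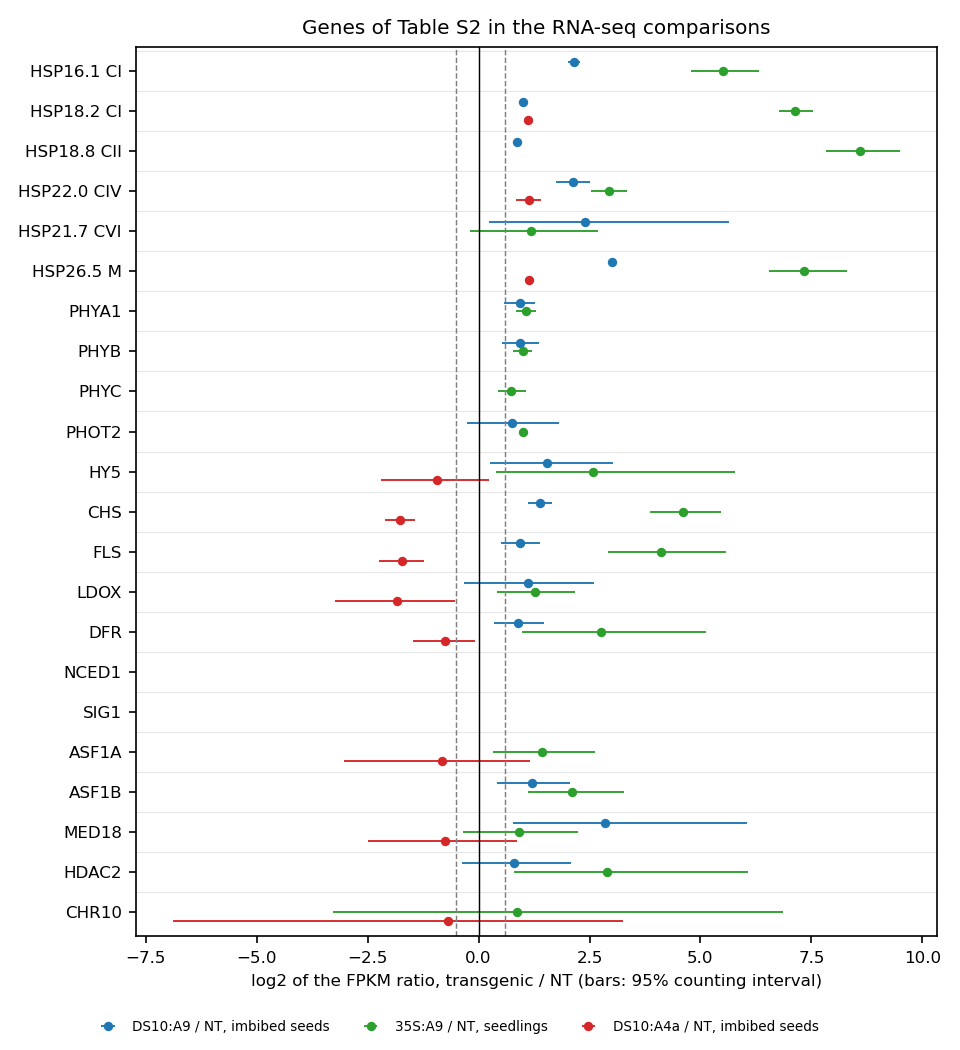
Log2 fold (T over NT, horizontal axis) of the Table S2 genes in the DS10:A9, 35S:A9 and DS10:A4a comparisons, with 1 library per condition and comparison; bars are 95% counting intervals and the dashed lines stand at 0.6 and -0.5. Folds are drawn only where neither library is listed at 0, so NCED1 and SIG1 have no point, and the interval of HSP21.7 CVI in seeds spans 0.23 to 5.64.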

The sufficient quality of the RNA-seq analyses used in Figure 3 for the inference of differential expression and regulation of putative A9 target genes is also supported by functional verification of predictions from Figure 3 (see below and the Discussion section).

Figure 3B,C represent data of the DS10:A4a RNA-seq experiment. 

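Most sHSP and heat stress transcription factor genes of the A4a tables were higher in DS10:A4a than in NT seeds, while the genes of larger chaperones split about evenly. The 17.6 kDa class I sHSP gene gene_37733 was at an FPKM of 1301 in NT and 3569 in DS10:A4a seeds, a log2 fold of 1.46 (counting interval 1.43 to 1.48), and the 17.3 kDa class II gene gene_49931 was at 169 and 1054 (2.64, 2.57 to 2.71). Heat stress transcription factor A-7a (gene_45836) was at 17.7 and 49.0, and HSF24 (gene_22763) at 42.6 and 77.3. The HSP90 gene HSP82 (gene_72360) was at 380 and 730, and the chloroplast chaperone gene dnaJ 11 (gene_28403) at 71.4 and 189. Among the sHSP genes of the A4a tables 20 were higher and 1 was lower, among heat stress transcription factors 14 and 6, among DnaJ proteins 29 and 19, and among HSP70, HSP90 and HSP101 chaperones 16 and 15. The 20 sHSP genes include gene_65239, gene_67208 and gene_80837, which rest on 1 or 2 fragments. With an FPKM of 1 or more 17 sHSP genes were higher and 1 was lower. Of raffinose family and galactinol enzymes, 14 genes were in the table of higher genes and 2 in that of lower ones. Among the 14, gene_5390, gene_54593 and gene_82577 were listed at 0 in NT seeds and rest on 1 or 2 fragments. The counting intervals of gene_37481, gene_67798, gene_79377 and gene_84299 include 0. Antioxidant enzymes were higher for 17 genes and lower for 4, as superoxide dismutase (gene_77630) at 39.5 and 65.8. The median log2 fold of the sHSP list, 1.13, and that of the raffinose family list, 2.01, lay at the percentile 100 of 10000 random lists of A4a-table genes with like FPKM. That of heat stress transcription factors lay at 99.3, of antioxidant enzymes at 99.95, of DnaJ proteins at 98.8 and of the larger chaperones at 88.9. With an FPKM of 1 or more, the medians of antioxidant enzymes (percentile 96.0) and of DnaJ proteins (83.7; 19 genes higher and 14 lower) were inside the central 95% of random lists, and those of sHSPs, heat stress transcription factors and raffinose family enzymes were outside it. The raffinose family list was left with 5 genes at that FPKM, all higher. Several of its members share a description, and random lists treat each member as a separate gene. The A4a tables hold no fold between -0.5 and 0.6. A list median therefore shows on which side most members lie, and little of how uneven the split is. These percentiles describe 2 libraries and are no test of the conditions. The tables held 13618 higher and 16011 lower genes, with median FPKM of 0.10 in NT and 0.35 in T seeds for the former and of 0.48 and 0.18 for the latter. Libraries of the same depth were simulated from the fragments of the genes in the A4a tables, which had already passed a threshold. Counting error alone took 61.8% of the simulated unchanged genes with an FPKM under 1 past a threshold. It took 25.2% of those with an FPKM of 1 to under 10, and 0.739% of those with an FPKM of 10 or more. The rates for all measured genes are not known.

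**Figure D2:**
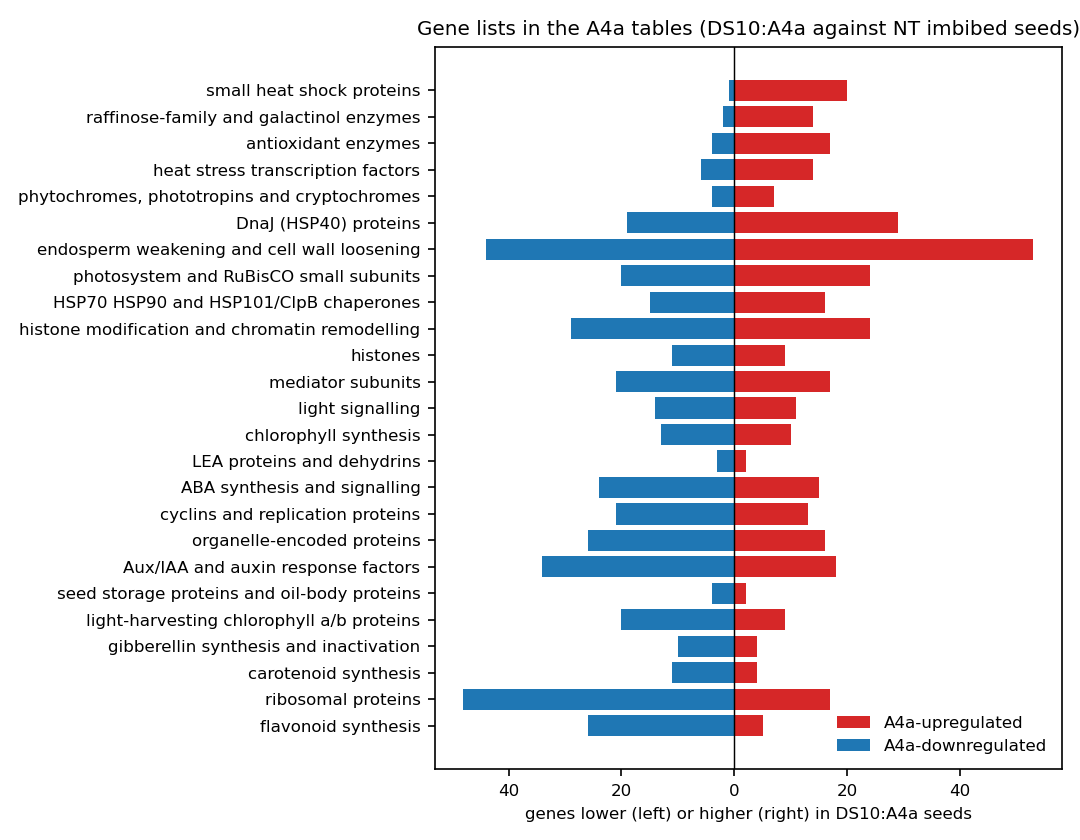
Number of members of each gene list that were higher (log2 fold of 0.6 or more) or lower (-0.5 or less) in DS10:A4a than in NT seeds, 1 library each; the list of retrotransposon-derived proteins is left out. The sHSP list has 20 higher and 1 lower member.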

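The class I gene HSP18.2 CI (gene_79900) was at an FPKM of 264 in NT and 569 in DS10:A4a seeds, a log2 fold of 1.11 from 2657 and 5752 fragments. It was at 232 and 465 in the NT and DS10:A9 seeds (1.00, counting interval 0.92 to 1.09) and at 6.73 and 948 in NT and 35S:A9 seedlings (7.14, 6.76 to 7.54). HSP22.0 CIV (gene_67564), of the endoplasmic reticulum class, was at 7.10 and 15.5 in NT and DS10:A4a seeds (1.13, 0.85 to 1.42), and had log2 folds of 2.13 in DS10:A9 seeds and 2.93 in 35S:A9 seedlings. HSP26.5 M (gene_25232) was at 145 and 321 in NT and DS10:A4a seeds (1.14, 1.07 to 1.21). Of the A9up sHSP genes, 8 were higher in DS10:A4a seeds and none was in the table of lower genes. Among the 8 is gene_65239, with 0 fragments in NT and 1 in T seeds in each seed comparison. One of its descriptions is that of an inactive RESTRICTED TEV MOVEMENT 2-like protein. Every A9up gene of the raffinose family list was also in the A4a-up table, as gene_46029 at 2.81 and 12.2 in NT and DS10:A4a seeds (2.12, 1.46 to 2.85). The genes in both tables also included 2 HSP70, HSP90 and HSP101 chaperone genes, 2 DnaJ genes, and genes outside these families. FtsH protease (gene_22233), of the family that removes damaged chloroplast proteins, was at 2.66 and 21.6 in DS10:A4a seeds (3.02, 2.76 to 3.31) and had a log2 fold of 1.87 in DS10:A9 seeds. RNA polymerase subunit 6B (gene_40221) was at 37.2 and 102, with log2 folds of 1.45 (1.27 to 1.64) in DS10:A4a and 1.70 in DS10:A9 seeds. The photosystem II 10 kDa genes gene_38985 and gene_70553 had log2 folds of 1.84 and 0.94 in DS10:A4a seeds, 1.22 and 1.50 in DS10:A9 seeds, and 4.32 and 4.10 in 35S:A9 seedlings. RuBisCO activase genes were in both tables too, at low FPKM in seeds. In NT and DS10:A4a seeds, gene_62894 was at 0.08 and 1.41 (4.14, 2.21 to 7.26) and gene_72548 at 0.19 and 0.67 (1.82, 0.36 to 3.63). The genes in both tables numbered 1320, and their median FPKM in the A4a comparison was 0.11 in NT and 0.37 in T seeds. At an FPKM of 1 or more in each pair they numbered 184.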

Figure 3B shows that the set of 13,618 A4a-upregulated genes (listed in Table S3) comprehended a subset of the A9up set (the 1320 genes listed in Table S4) that included genes known from our previous studies to be coactivated by A9 and A4a, for example, seed sHSP genes expressed in connection to longevity [4,9,10], namely HSP18.2 CI, HSP22.0 CIV, and HSP26.5 M (see Table S2). Figure 3C shows that the set of 16011 A4a-downregulated genes (listed in Table S5) included 1298 A9up genes. This subset of 1298 A9up genes (listed in Table S6) included A9 targets connected to the published PHYA- and PHYB-dependent photomorphogenic responses enhanced by A9 [17]. Among these genes, we outline HY5, a transcription factor acting as the regulatory hub for the responses to visible (far-red, red, blue) and UV-B light. 

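Of the A9up genes lower in DS10:A4a seeds with a described product, the 5 with the largest change (by the smallest of the 3 changes on log2(FPKM + 1)) were 2 chalcone synthase genes, a chalcone isomerase gene, a phenylalanine ammonia-lyase gene and a splicing factor gene. The chalcone synthase 1 gene gene_5201, for the first enzyme of flavonoid synthesis, was at an FPKM of 15.9 in NT and 4.58 in DS10:A4a seeds, a log2 fold of -1.80 (counting interval -2.14 to -1.47), and had log2 folds of 1.37 in DS10:A9 seeds and 4.71 in 35S:A9 seedlings. Chalcone isomerase 3 (gene_25901) was at 2.18 and 0.30 in NT and DS10:A4a seeds (-2.86, -4.83 to -1.36). Phenylalanine ammonia-lyase (gene_12758), the entry enzyme of the phenylpropanoid pathway, was at 8.12 and 3.10 (-1.39, -1.69 to -1.09), against log2 folds of 1.02 in DS10:A9 seeds and 1.57 in 35S:A9 seedlings. The splicing factor gene prp12 (gene_39150) was at 1.71 and 0.34, or 5 fragments and 1, with a counting interval of -7.89 to 0.83. The median of the 1298 genes was an FPKM of 0.35 in NT and 0.12 in DS10:A4a seeds. Of the 2618 A9up genes in an A4a table, 50.4% were higher in DS10:A4a seeds (exact binomial 95% interval 48.5 to 52.4%), and of all genes in the A4a tables 46% were. With an FPKM of at least 1 in a library of each pair the share was 54.6% (49.1 to 60.0%) against 40.4% of all, with at least 5 it was 69.0% (40 of 58 genes, 55.5 to 80.5%) against 42.9%, and with at least 10 it was 80% (24 of 30, 61.4 to 92.3%) against 49.0%. With 0.6 and -0.6 as thresholds the shares were 52.8% against 49.5% with no minimum, 58.8% against 47.4% at 1, 71.4% against 55.5% at 5, and 82.8% (24 of 29, 64.2 to 94.2%) against 64.9% at 10, so that at 10 the interval includes the share of all genes. The minimum was required of A9up genes in all 3 comparisons and of all genes in the DS10:A4a comparison alone. The shares set side by side are therefore not of genes filtered alike. The limits of 5 and 10 were chosen after the values were seen. The NT seed libraries of the DS10:A4a and DS10:A9 comparisons were normalized separately. Among the A9up genes lower in DS10:A4a, the log2 ratio of the NT FPKM of the former over the latter had a median of 0.89 (772 genes above 0 in both), against 0.07 for those higher in DS10:A4a (665 genes). Where both NT values were at least 1 the medians were 0.46 (115 genes) and 0.19 (122), and where both were at least 10 they were 0.26 (6) and 0.16 (21). The NT values of the DS10:A4a comparison enter both this ratio and the fold that sorts the genes, so part of the contrast is built in.

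**Figure D3:**
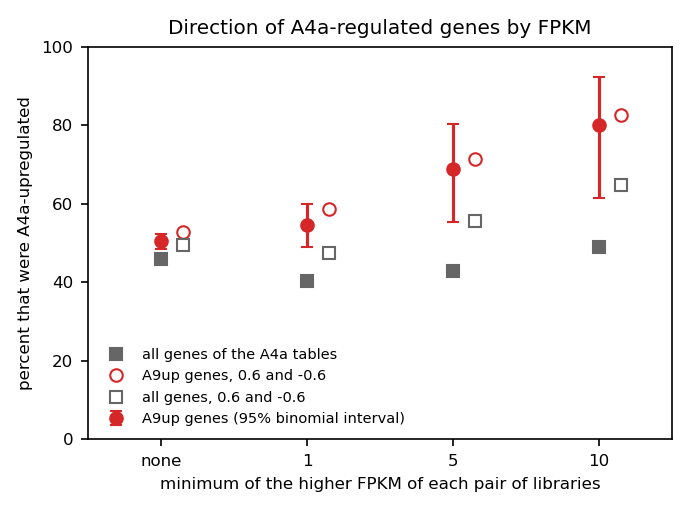
Share of genes in the A4a tables that were higher in DS10:A4a seeds (vertical axis, %) by the minimum required of the higher FPKM of each pair of libraries (horizontal axis: none, 1, 5, 10). A9up genes had to reach the minimum in every comparison, and all genes in the DS10:A4a comparison alone. Filled red points are A9up genes with their exact binomial 95% interval and filled grey squares all genes of the A4a tables, at thresholds of 0.6 and -0.5; open symbols are the same at 0.6 and -0.6. The filled red share goes from 50.4% with no minimum to 80% at 10, and at 10 the grey share is 49.0% (filled) or 64.9% (open).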

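Of the A9up genes of flavonoid synthesis, 17 were lower in DS10:A4a than in NT seeds and 2 were higher. The lower ones included 5 chalcone synthase, 2 chalcone isomerase, 4 flavonol synthase and 4 dihydroflavonol reductase genes, and 8 of the 17 had an FPKM of 1 or more in the A4a comparison. Flavonol synthase/flavanone 3-hydroxylase gene_29551 was at an FPKM of 6.43 in NT and 1.95 in DS10:A4a seeds, a log2 fold of -1.72 (counting interval -2.28 to -1.19). Flavanone 3-hydroxylase gene_819 was one of the 2 higher genes, at 8.34 and 13.3 (0.67, 0.39 to 0.94). The deposited descriptions of some members differ between comparisons. The lower gene gene_57947, at 3 fragments in NT and 1 in DS10:A4a seeds, and the higher gene gene_57177 are described as a flavonol synthase and a dihydroflavonol reductase in the 35S:A9 comparison alone, and in the seed comparisons as a 1-aminocyclopropane-1-carboxylate oxidase homolog and a vestitone reductase. Of the lower dihydroflavonol reductase genes, gene_26836 is described as a tetraketide alpha-pyrone reductase in the 35S:A9 and DS10:A4a comparisons, and gene_37931 and gene_37943 are in the 35S:A9 comparison. Over the A4a tables, 26 flavonoid genes were lower and 5 higher, and their median log2 fold of -1.72 lay at the percentile 0 of random lists with like FPKM. None of the 5 A9up phytochrome A genes and none of the 3 A9up phytochrome B genes was in an A4a table, while another PHYB gene, gene_78589, was at 1.91 and 0.93 (-1.04, -1.85 to -0.27). Of the A9up light-harvesting chlorophyll a/b genes, 3 were lower and 1 was higher in DS10:A4a seeds. Among the lower ones, chlorophyll a-b binding protein 40 (gene_16917), was at 546 in NT and 1414 in 35S:A9 seedlings (1.37, 1.34 to 1.41) and at 38 fragments in NT and 21 in DS10:A4a seeds (-0.84, -1.71 to -0.06). In the A4a tables as a whole, light-harvesting genes were lower for 20 and higher for 9 genes (percentile of the median 6.88, and 2.2 with a pseudocount of 1), photosystem and RuBisCO small subunit genes for 20 and 24 (88.6), chlorophyll synthesis genes for 13 and 10 (55.6), and carotenoid synthesis genes for 11 and 4 (24.4). Phytoene synthase 2 (gene_11557), for the entry step of carotenoid synthesis, was at 3.80 and 1.23 in DS10:A4a seeds (-1.63, -2.25 to -1.03), and another phytoene synthase 2 gene, the A9up gene gene_119, was at 20.0 and 60.1 in NT and 35S:A9 seedlings. The chlorophyll list also held a divinyl ether synthase, an enzyme of oxylipin and not of chlorophyll synthesis.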

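HY5 (gene_57696) was at an FPKM of 2.40 in NT and 1.25 in DS10:A4a seeds, or 19 and 10 fragments, a log2 fold of -0.94 (counting interval -2.20 to 0.24, which includes 0). The authors' deposited p for this difference is 0.0687. A further HY5 gene of the A9up set, gene_78854, was at 5.55 and 2.76 (-1.01, -1.55 to -0.48; 92 and 46 fragments). Another gene described as HY5, gene_57694, was in the A4a-down table only, at 6.49 and 2.60 (-1.32, -1.90 to -0.77; 97 and 39 fragments). Other light signalling genes were lower too. A COP1-like ubiquitin ligase gene (gene_15927), of the family that targets HY5 for degradation in the dark, was at 39.3 and 25.5 (-0.62, -0.75 to -0.50). SPA1-related 4 (gene_50661), whose family acts with COP1, was at 9.62 and 6.00 (-0.68, -0.88 to -0.48). Other genes of these families were in the A9up set and in no A4a table. COP1-like gene_80985 had log2 folds of 0.60 (0.23 to 0.99) in DS10:A9 seeds and 0.61 (0.33 to 0.90) in 35S:A9 seedlings. SPA1-related 2 (gene_17) had log2 folds of 0.98 (0.25 to 1.78) and 0.62 (-0.10 to 1.41) there. Of the light signalling list, 14 genes were lower and 11 higher in DS10:A4a seeds (percentile of the median 60.8), and with an FPKM of 1 or more 7 were lower and 2 higher. The intervals compare 2 libraries and not replicate seed lots.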

Coactivation by A9 and A4a of sHSP genes involved the simultaneous binding to noncanonical HSE (Heat Shock *cis* Element) of the two factors, most likely bound as an A9-A4a heteromultimer [8,18]. The 1298 A9up genes identified in the downregulated set might represent genes (such as HY5) activated by A9 alone, which bound to different noncanonical HSE as homomultimers (see the Discussion section). 

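Besides light genes, the A9up genes lower in DS10:A4a seeds included mediator and cell cycle genes. Mediator subunit 37a (gene_6664), a protein of the HSP70 family, was at an FPKM of 52.2 in NT and 21.8 in DS10:A4a seeds, a log2 fold of -1.26 from 428 and 180 fragments, and at 51.3 and 83.1 in NT and DS10:A9 seeds (0.70, counting interval 0.48 to 0.91). Its copy gene_60513 was at 17.4 and 8.40 in NT and DS10:A4a seeds (-1.05, -1.32 to -0.78). Both were listed at 0 in NT seedlings, and at 7.28 and 4.97 in 35S:A9 seedlings. Replication licensing factor MCM3 (gene_38149) was at 1.90 and 1.13 in DS10:A4a seeds (-0.75, -1.29 to -0.21), and had log2 folds of 0.74 in DS10:A9 seeds and 0.91 in 35S:A9 seedlings. Among A9up genes, the mediator list split 3 lower to 3 higher in DS10:A4a seeds, and cyclins and replication proteins 5 to 2. In the A4a tables as a whole, mediator genes were lower for 21 and higher for 17 (percentile of the median 66.3), and cyclins and replication proteins for 21 and 13 (35.0). Of hormone genes, ABA synthesis and signalling was lower for 24 and higher for 15 (6.75), gibberellin synthesis and inactivation for 10 and 4 (10.9, and 0.11 with a pseudocount of 1), and Aux/IAA and auxin response factors for 34 and 18 (20.2). ABA 8'-hydroxylase 1 (gene_55552), which inactivates ABA, was at 65.5 and 32.4 in NT and DS10:A4a seeds (-1.02, -1.12 to -0.91). Of the A9up genes, 2135 were in no A4a table. From the split of the A9up set into genes higher and genes lower in DS10:A4a seeds, and from its earlier work on the binding of A9 and A4a, the paper raises the possibility that the lower genes, HY5 among them, might be activated by A9 alone, as homomultimers bound to other heat shock elements than those at which A9 and A4a act together.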

The results of Figure 1 and Figure 2 and the RNA-seq results summarized in Figure 3B,C encouraged us to perform additional experiments for the functional confirmation of our hypothesis that A9 target genes involved in enhancing seedling greening would be regulated mainly by A9 alone in contrast to the reported coactivation by A9 and A4a of the A9 target genes involved in seed longevity [10].

### 2.2. A9 Enhances Responses to Blue Light Mediated by CRY1

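Of the genes of flavonoid synthesis with known blue-light induction, CHS, FLS and DFR had counting intervals above 0 in both A9 comparisons. LDOX had one above 0 in seedlings alone. Chalcone synthase (CHS, gene_77491) was at an FPKM of 11.0 in NT and 28.5 in DS10:A9 seeds, a log2 fold of 1.38 (counting interval 1.12 to 1.65), and at 0.85 and 20.8 in NT and 35S:A9 seedlings (4.61, 3.86 to 5.46). Flavonol synthase (FLS, gene_8049) was at 4.13 and 7.91 in seeds (0.94, 0.51 to 1.38) and at 0.30 and 5.16 in seedlings (4.10, 2.92 to 5.57). Dihydroflavonol-4-reductase (DFR, gene_26836) was at 3.01 and 5.56 in seeds (0.89, 0.34 to 1.47) and at 0.15 and 1.02 in seedlings (2.77, 0.97 to 5.12). In the 35S:A9 comparison the deposited description of gene_26836 is that of a tetraketide alpha-pyrone reductase. Leucoanthocyanidin dioxygenase (LDOX, gene_71308) was at 0.13 and 0.28 in seeds, or 7 and 15 fragments (1.11, -0.32 to 2.60), and at 0.27 and 0.65 in seedlings (1.27, 0.41 to 2.16). NCED1 (gene_69874), a 9-cis-epoxycarotenoid dioxygenase of ABA synthesis and the 1 such gene in the A9up set, was listed at 0 in NT seeds and NT seedlings, at 0.09 (1 fragment) in DS10:A9 seeds and at 1.77 (23 fragments) in 35S:A9 seedlings. SIG1 (gene_25358), described in the table as sigma factor binding protein 1, was listed at 0 in both NT libraries, at 0.09 (1 fragment) in DS10:A9 seeds and at 0.31 (4 fragments) in 35S:A9 seedlings. No gene described as cryptochrome 1 was in the A9up table. The 2 cryptochromes that were in it are of the DASH type, which can repair ultraviolet damage to DNA. Cryptochrome DASH gene_55270 was at 9.48 and 21.4 in seedlings (1.17, 0.94 to 1.41) and had a log2 fold of 0.74 (0.02 to 1.48) in seeds, and gene_43370 had log2 folds of 0.88 (0.51 to 1.26) in seedlings and 1.41 (-0.33 to 3.53) in seeds.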

The A9up set genes allowed us to predict the additional effects of A9, such as the enhancement of cryptochrome-dependent blue-light responses indicated by the presence of numerous CRY1/HY5 targets, for example, the sigma factor SIG1, 9-cis-epoxycarotenoid dioxygenases (NCED), chalcone synthase (CHS), dihydroflavonol-4-reductase (DFR), and leucoanthocyanidin dioxygenase (LDOX), However, the A9up set did not include CRY1 itself (see Table S1 and the gene examples listed in Table S2). Precedents in the literature showed that polyclonal antibodies against a 17 kDa C-terminal fragment of the *Arabidopsis thaliana* CRY1 protein specifically detected the *Nicotiana tabacum* CRY1 protein [19]. We therefore used these antibodies to investigate whether A9 enhanced CRY1 protein accumulation in our transgenic A9 lines. The results in Figure 4 indeed show that A9 enhanced the accumulation of a protein band matching the expected mobility of the *Nicotiana tabacum* CRY1 protein. This was observed with samples prepared from dark-imbibed DS10:A9 seeds, and also with samples from dark-grown 35S:A9 seedlings. These results suggest that A9 might increase CRY1 protein accumulation. The enhancement by A9 of CRY1 protein accumulation was confirmed by similar analyses performed with samples of imbibed seeds from loss-of-function DS10:A9M3 lines. The expression of a dominant-negative form of A9 in these lines caused the converse effect, decreasing the accumulation of the proteins detected with the anti-CRY1 antibodies (see also Figure 4).

The A9-enhanced perception of blue light mediated by CRY1 (as inferred from Figure 4) was finally confirmed with functional hypocotyl-elongation assays. In the experiments summarized in Figure 5, monochromatic blue light was used at a fluence, which, in previous studies, was shown to mainly affect light perception by CRY1 [20]. Under these blue-light illumination conditions, the expression of A9 in the 35S:A9 seedlings caused a significant reduction of hypocotyl growth compared to that of NT sibling seedlings. Therefore, A9 enhanced the reduction of hypocotyl growth in response to blue light in addition to the similarly demonstrated enhancement of responses to red and far-red light [17]. As discussed in our former study [17], the expression window in the A9 loss-of-function lines did not allow their use for confirmation of the results in hypocotyl-elongation assays.

### 2.3. Comparative Loss-of-Function Effects of A9 in Seed Longevity and Seedling Greening

We investigated the suggested differential regulation by A9 of seed longevity and seedling greening by comparing the effect of loss-of-function caused by two different forms of A9: A9M1 and A9M3. We previously used this strategy to analyze the effect of A9 loss-of-function on seed longevity [4]. The A9M1 form is transcriptionally inactive because of a deletion in the C-terminal region of A9, which includes three AHA motifs (enriched in aromatic, hydrophobic, and acidic amino-acid residues) that are required for transcriptional activation [1,21]. In the A9M3 form, A9 is fused to a potent SRDX repressor domain causing dominant-negative effects [7,22]. Seed longevity was assessed by two different protocols of artificial aging: (a) BTA, a fast-deterioration protocol (a seed fast-deterioration protocol based in a Basal Thermotolerance Assay) and (b) by a standard Controlled seed Deterioration Treatment (CDT) [7]. Regarding longevity, in our former study, we only compared the DS10:A9M1 and DS10:A9M3 transgenic lines with their respective transgenes integrated as single events in heterozygosis. The results of BTA assays showed that a substantial reduction of seed-longevity was observed only with the DS10:A9M3 seeds, compared to much lower effects seen with the DS10:A9M1. Loss-of-function effects on seed-longevity and on gene expression associated with seed longevity were confirmed with homozygous DS10:A9M3 transgenic lines using CDT [7,23].

We used homozygous DS10:A9M1 transgenic lines and BTA assays to verify the published loss of function effects in connection with seed longevity. Regarding the A9 effects on seedling greening, we used the DS10:A9M1 and DS10:A9M3 homozygous lines for the comparative loss-of-function. As expected, seed longevity was decreased to some extent in the homozygous DS10:A9M1 seeds. However, these seeds still survived BTA deterioration significantly better than previously reported for homozygous DS10:A9M3 seeds (respectively, Figure 6 and [7]). These results confirmed that, regarding longevity, a loss-of-function effect could only be efficiently obtained with A9M3, in which A9 is converted into a very strong active repressor that has dominant-negative transcriptional effects not only on A9, but also on similar class A HSFs, such as A4a [7,22]. The loss-of-function of seedling greening enhancement by A9 was analyzed in a similar way, using the white light-induced greening conditions in our previous study [17]. Seedling greening and photomorphogenic development was quantitatively analyzed by chlorophyll and total carotenoid pigment determinations (respectively in Figure 7A,B). The results, supported by statistical analyses in Figure 7, clearly showed that regarding seedling greening enhancement determined after 6 h and 16 h of illumination, loss-of-function caused by A9M1 did not significantly differ from that caused by A9M3. Therefore, both forms were similarly efficient. These results contrast the observations regarding loss of function of seed longevity ([7] and Figure 6), supporting that the reported enhancement of seedling greening [17] is caused mainly by A9, thus not requiring additional HSFs (such as A4a for seed longevity, [4]).

## 3. Discussion

Seed longevity, desiccation tolerance, and seedling performance are important biological processes targeted by plant biotechnology [24,25,26]. A9, a seed-specific transcription factor, participates in controlling seed longevity and embryo desiccation tolerance [3,4,5,7,9]. A9 also contributes to the acceleration of early seedling greening. This greening effect occurs shortly after germination and seedling emergence (before the A9 protein accumulated during seed maturation is degraded) [17]. Seedling greening acceleration impacts a limiting step for establishment, as it facilitates the transition from heterotrophic (dependent on seed reserves) to autotrophic (photosynthetic) growth [11,26]. Collectively, our results support a model where A9 alone enhances seedling photomorphogenesis without the concourse of additional seed HSFs. This contrasts the enhancement of seed longevity, where A4a is also required as a coactivator of A9 [7,10]. Our model of differential regulation is strongly supported by differential loss-of-function results, showing that inactive A9 (A9M1) sufficed for a negative effect on greening, but not on longevity (Figure 6 and Figure 7, see also [7]). These results, in turn, agree with the puzzling negative effect of A4a on the activation of PHYA promoter and on greening (Figure 1 and Figure 2), and with the inference from the comparative RNA-seq analyses, where the accumulation of a subset of transcripts from genes activated by A9 (including the crucial light-response hub regulator HY5 and blue-light responsive genes as CHS, FLS, LDOX, DFR, and NCED1) are negatively affected by A4a (Figure 3C, Tables S2 and S6). 

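In DS10:A4a seeds, CHS (gene_77491) was at an FPKM of 4.57 against 15.6 in NT seeds, a log2 fold of -1.77 (counting interval -2.11 to -1.44). FLS (gene_8049) was at 1.78 against 5.88 (-1.72, -2.25 to -1.22). LDOX (gene_71308) was at 0.09 against 0.32, or 7 and 24 fragments (-1.83, -3.24 to -0.53). DFR (gene_26836), described in this comparison as a tetraketide alpha-pyrone reductase, was at 1.23 against 2.09 (-0.76, -1.48 to -0.07). NCED1 (gene_69874) was listed at 0 in DS10:A4a seeds and at 0.07 in NT seeds, the latter from 1 fragment, so that no difference was detectable at this depth. Of the 5 genes, 4 thus had counting intervals below 0, which compare 1 library with another. The A4a tables held 5 NCED genes, all in the table of lower genes, a count that includes NCED1 with its 1 fragment. NCED1 was the 1 of them in the A9up set.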

Upon A4a overexpression, competition between inactive A4a homomultimers and endogenous A9 might be the cause of the observed transcript downregulation. This interpretation agrees with and also explains the results in Figure 1 and Figure 2. Thus, A4a, which, by itself, lacks a transcriptional activity *in planta* [8,10], would compete for A9, causing all the observed negative effects.

The mostly nonredundant (sufficient) effect of A9 on seedling greening might facilitate some future technological applications, as, for example, the engineering of improved seedling establishment [26]. For A9 to be used with this purpose in the desired crop(s), only the functional conservation of the crop A9(s) would be required, which might occur, at least, in most dicot plants (but not in monocot plants lacking orthologous A9s [1,2]). In contrast, using A9 for engineering-enhanced seed longevity would additionally require the functional conservation of the crop A4a(s). Plant A4a(s) have been shown to have functional differences [27,28,29,30]. In addition, the lack of intrinsic transcriptional activity *in planta* has been reported only for sunflower A4a [8,10], which limits the use of A9 for enhancing seed longevity to plants similar to sunflower and tobacco (*Asteridae*), where the peculiar A4a properties and a synergic functional interaction with A9 is known to be conserved [10].

The here reported A9 RNA-seq data (Figure 3A, Table S1) allowed, after subsequent molecular (Figure 4) and functional assay confirmation (Figure 5), extending the embryonic A9 link to effects on the blue-light receptor CRY1. Thus, A9 would link seed maturation and seedling photomorphogenesis by acting on photoreceptors for light with wavelengths placed at both ends of the visible spectrum: CRY1 (for blue light; as confirmed by the results in Figure 4 and Figure 5), in addition to PHYA (for far-red light) and PHYB (for red light) as reported earlier [17]. Tables S1 and S2 (where some important gene examples are outlined) indicate the potential upregulation of additional light receptors, including different phytochromes (PHYC for red light, [12,13,14,31]) and phototropins (PHOT2 for blue light, [16]). 

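PHYC (gene_32028) was at an FPKM of 1.91 in NT and 3.19 in 35S:A9 seedlings, a log2 fold of 0.74 (counting interval 0.43 to 1.06). In seeds it was listed at 0 in NT and at 0.02 in DS10:A9, from 1 fragment, so that no difference was detectable at this depth. In the A4a comparison it was listed at 0 in NT and at 0.03 in DS10:A4a seeds, from 3 fragments. The blue-light receptor gene PHOT2 (gene_28646) was at 34.0 and 67.8 in NT and 35S:A9 seedlings (1.00, 0.91 to 1.08) and at 0.34 and 0.57 in NT and DS10:A9 seeds (0.75, -0.27 to 1.81, from 14 and 24 fragments). A further PHYA1 gene, gene_22797, was at 12.3 and 24.4 in seedlings (0.99, from 270 and 540 fragments) and at 4.96 and 10.0 in seeds (1.02, 0.65 to 1.39). Of the photoreceptor list, 7 genes were higher and 4 lower in DS10:A4a seeds (percentile of the median 82.8), and with an FPKM of 1 or more the list was left with 2 genes, both lower. They were a phytochrome B gene and phytochrome E (gene_25647), the latter at 1.79 in NT and 1.03 in DS10:A4a seeds (-0.80, -1.26 to -0.33). The genes described as cryptochrome 1 numbered 3, all in the table of higher genes and all at an FPKM of 0.2 or less. They were gene_72430, at 0.04 and 0.20 (2.32, 0.08 to 5.55, from 2 and 10 fragments), gene_40637, from 2 and 4 fragments with a counting interval that includes 0 (-1.81 to 4.46), and gene_2915, listed at 0 in NT seeds and with 2 fragments in DS10:A4a seeds.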

In connection with early photomorphogenesis and seedling establishment, responses to blue light mainly mediated by CRY1 (and also by PHOT) receptors are crucial for inducing massive gene expression changes that occur after extensive chromatin and nuclear architecture reorganization [32,33]. As A9 indeed enhanced a CRY1-dependent response (Figure 5), it is perhaps not surprising that Table S1 includes multiple A9-upregulated genes connected with histone modification and chromatin remodeling: for example, histone chaperones ASF1A and ASF1B, mediator subunit MED18, histone deacetylase HDAC2, and DNA Helicase CHR10 (Table S2). This suggests a potential impact of A9 on these processes, at least in part mediated by A9 effects on CRY1 and PHOT receptors. This suggestion is currently under investigation in our lab. 

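Of the named chromatin genes, ASF1B (gene_58383), a histone chaperone, had counting intervals above 0 in both comparisons. It was at an FPKM of 1.46 in NT and 3.35 in DS10:A9 seeds (log2 fold 1.2, 0.41 to 2.06) and at 0.65 and 2.81 in NT and 35S:A9 seedlings (2.11, 1.11 to 3.28). ASF1A (gene_35422) was listed at 0 in NT and at 0.46 in DS10:A9 seeds, from 5 fragments, and at 0.79 and 2.12 in seedlings (1.42, 0.33 to 2.63). MED18 (gene_8328) was at 0.33 and 2.38 in seeds (2.85, 0.77 to 6.04, from 2 and 15 fragments) and at 1.21 and 2.27 in seedlings (0.91, -0.34 to 2.25). HDAC2 (gene_18758) was at 2.98 and 5.16 in seeds (0.79, -0.38 to 2.09) and at 0.47 and 3.5 in seedlings (2.90, 0.79 to 6.06). CHR10 (gene_34650) was listed at 0 in NT and at 0.11 in DS10:A9 seeds, from 2 fragments, and at 0.06 and 0.11 in seedlings, from 1 fragment and 2 (0.87, -3.28 to 6.87). Better expressed A9up genes of this kind were histone H1 (gene_68331) at 44.4 and 79.4 in seeds (0.84, 0.59 to 1.09) with a log2 fold of 0.69 (0.50 to 0.88) in seedlings, histone deacetylase 19 (gene_9030) at 5.69 and 11.7 and at 4.63 and 8.27, and an H3 lysine-9 methyltransferase gene (gene_36470) at 5.05 and 10.7 and at 1.80 and 5.89. The A9up table held 16 histone genes and 10 mediator genes. In DS10:A4a seeds, ASF1A, MED18 and CHR10 had log2 folds of -0.82 (-3.03 to 1.16), -0.75 (-2.49 to 0.86) and -0.68 (-6.89 to 3.26). Over the A4a tables 29 genes of the chromatin list were lower and 24 higher (percentile of the median 23.1), and 11 histone genes were lower and 9 higher (53.8). The paper draws on the presence of such genes in the A9up set, on its blue-light response assay and on published work. From these it proposes a potential effect of A9 on chromatin, at least in part through CRY1 and phototropin receptors.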

The results reported here demonstrate that the A9up dataset (Figure 3A, Table S1) can be used to predict novel useful effects of A9, and the gene subsets listed in Tables S4 and S6 can be used to predict a regulation, respectively, involving A9 and A4a (for seed longevity), or mainly A9 (for seedling greening), which, in turn, could have implications on the understanding and future practical application on these novel effects.

## 4. Materials and Methods

### 4.1. Plant Material and Transgenic Lines

Tobacco (*Nicotiana tabacum* L. var. Xanthi) was used for all experiments. The sibling pairs of nontransgenic and transgenic lines used in this report were obtained after segregation and propagation from single-integration homozygous lines, described in our precedent publications. Each transgene was integrated at different genomic locations. The material used for RNA-seq included three different pairs of sibling 35S:A9 and NT lines [5], sibling DS10:A9 and NT lines [4], and sibling DS10:A4a and NT lines [10]. For the greening experiments in Figure 2, we also used three sibling pairs of homozygous double transgenic 35S:A9/A4a and single transgenic 35S:A9 lines propagated from material obtained as previously described [10]. For the experiments of comparative loss-of-function (Figure 6 and Figure 7), we used material propagated from two different pairs of sibling DS10:A9M3 and NT lines [10]. From the described heterozygous sibling DS10:A9M1 and NT material [7], and as described for the rest of the homozygous transgenic material [4,5,7,10], we also obtained three different pairs of sibling homozygous DS10:A9M1 and NT lines, which were also used for the experiments in Figure 6 and Figure 7. Seed sterilization, germination, and seedling growth under controlled photoperiodic illumination conditions of 16 h light/8 h dark were as previously described [17].

### 4.2. Promoter Activation Assays

Transient expression was performed 24 h after bombardment of sunflower leaves and analyzed essentially as previously described [17]. Dual Luciferase assays were performed with the Promega system (Promega Corporation, Madison, USA) according to the manufacturer’s instructions. The bombarded sunflower leaves were homogenized in 150 μL of Passive Lysis buffer. After centrifugation for 7 min at 12,000× *g* and 4 °C, we assayed 2 μL of each extract in 40 μL of Luciferase Assay reagent (LAR II). For the Renilla luc assays (Rluc, internal reference), we added 40 µL of 1 × Stop and Glo solution. Luc an Rluc activities were sequentially measured in TD-20/20 luminometer. The amounts of plasmid DNA (per DNA precipitate, used for five shots) were 0.25 μg of pBI221-HaHSFA9, 5 μg of pBI221-HaHSFA4a (the effector plasmids), 5 μg of the PHYA:LUC reporter plasmid [17], and 1 μg of pBI221-Rluc, the internal reference plasmid.

### 4.3. RNA-Seq Transcript Analysis

Total RNA samples were prepared by the LiCl method [17] from three-week old seedlings (in the 35S:A9 experiment), or from mature seeds imbibed for 24 h under dark (in the DS10:A9 and DS10:A4a experiments). For sequencing, which was performed twice for each RNA sample, we used in each case equimolecular mixtures of four, replicate RNA samples were prepared from corresponding pairs of transgenic (T: 35S:A9, DS10:A9 or DS10:A4a), and sibling non-transgenic (NT) lines. Library preparation, sequencing on an Illumina HiSeq 4000 sequencer using 100-bp-paired-end reads protocol, and downstream analyses were performed by BGI Co., Ltd. (Shenzhen, China). The Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, USA) and ABI StepOnePlus Real-Time PCR were used in the quantification and in qualification of the sample libraries. Sequenced reads were trimmed to remove adaptor sequences and masked to remove low-complexity or low-quality sequences. After filtering, the sequenced “clean reads” for each sample (at least 4.44 Gb bases) were mapped to a *Nicotiana tabacum* reference genome [34] using HISAT (v0.1.6-beta). Mapping ratios were around 90% in all cases. CuffCompare (v2.2.1) was used to compare reconstructed transcripts to reference annotation. After reconstructing transcripts, they were merged with the reference *Nicotiana tabacum* transcriptome [35] to get a complete reference to be used in gene expression analyses. Clean reads were then mapped to this reference using Bowtie2 (v2.2.5). Mapping ratios were larger than 70% in all cases. Gene expression levels for each sample were calculated with RSEM (v1.2.12) with default parameters. 

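In the authors' deposited table, HSP18.2 CI (gene_79900) has a p of 7.7e-122 and PHYA1 (gene_22791) one of 0.00285 in the DS10:A9 comparison. PHYB (gene_78577) is given a p of 1.57 there, and the HY5 gene gene_57694 one of 10.3 in the DS10:A4a comparison, values that a p cannot take. Recomputed from the recovered fragments with the Poisson formula of Audic and Claverie, the p of these 4 genes was 1.3e-124, 3.76e-08, 2.08e-06 and 4.21e-07, in each case over 100 times smaller than the deposited one. Such values above 1 stand for 66 genes in the DS10:A9, 0 in the 35S:A9 and 335 in the DS10:A4a comparison. The 2 values of p were then set side by side for genes with a deposited p of at most 1 and neither p at or near 0. For 79.5, 73.9 and 74.9% of them in these comparisons, the recomputed p was within 1% of the deposited one. Among them the deposited p was over 100 times larger for 189, 27 and 1352 genes and over 100 times smaller for 1, 22 and 5. Genes with a deposited p above 1, PHYB and gene_57694 among them, are not in these counts. With the recomputed p, 1258, 2258 and 7169 genes were under 0.05, against 1104, 2224 and 6293 with the deposited p. Either p sets counting error in 1 library against another and takes no account of differences between plants or pools.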

Using PoissonDis (Poisson Distribution) as described before [36], the expression results were analyzed to detect Differentially Expressed Genes (DEG) between the corresponding pairs of NT and T samples. We considered genes with a Fold Change (Log2) > 0.6 as DEG. For the additional comparisons between the DEG obtained from the different experiments, Venn diagrams were generated using Venny.

### 4.4. Protein Accumulation Gel Blot Analyses

Protein electrophoresis and western blot assays were performed as described previously [4,17]. Total protein was extracted in 2 × Laemmli buffer, the samples were quantified by Bradford (Biorad), and 30 µg of total protein was loaded per line in a SDS-PAGE gel at 8% (*w/v*) polyacrylamide. For western detection, the samples were transferred to Hybond-P membrane (Amersham Biosciences, Little Chalfont, UK) after electrophoresis. The membrane was incubated sequentially with primary antibodies anti-CRY1 (19) and anti-Actin (ab197345) from Abcam (Cambrigde, UK) at 1/5000 dilution, and the secondary antibody Goat anti-rabbit IgG HRP conjugated (AS09602) from Agrisera AB (Vännäs, Sweden) was used at a dilution of 1/25,000. The immunoreaction was detected using the Agrisera ECL SuperBright system (AS16 ECL-S-100).

### 4.5. Seed Deterioration

For fast deterioration assays (Basal Thermotolerance Assays, BTA), dry seeds were imbibed in water under controlled conditions and then subjected to a short incubation at 50 °C [4,7]. For that purpose, 30 mg of dry seeds (approx. 400–500 seeds) were rehydrated by sequential incubation in 1 mL of the sterilizing solution (1% (*v/v*) sodium hypochlorite) for 20 min and then washed several times with sterile water, followed by incubation in 1 mL of sterile water at 25 °C for 40 min. The rehydrated seeds were then incubated for 3 h at 50 °C in a water bath in direct contact with 1 mL of sterile water. At this step, the seeds reached approximately 40% moisture content. Germination was then scored by placing individual seeds at defined points in grids drawn of Petri dishes with 1 × Murashige and Skoog basal medium containing 3% (*w/v*) sucrose and 0.8% (*w/v*) phytoagar. The dishes were incubated at 25 °C (light, 16 h) and 20 °C (dark, 8 h) for 15 days.

### 4.6. Light Treatments and Quantification of Hypocotyl Growth Reduction and Seedling Greening

Light treatments for 6 h or 16 h (as indicated in the figures) were performed at 100 μmol·m^−2^·s^−1^ fluence intensity for white light, or at 20 μmol m^−2^·s^−1^ for blue light (440 nm). These treatments were performed at 23 °C in a FITOCLIMA (model 1200 BIO) LED cabinet (Aralab, Spain). Hypocotyl length measurements were performed on scanned images using the Image J software, essentially as described [17]. Seedling greening assays and the extraction and spectroscopic quantification of chlorophyllide, total chlorophyll, and carotenoids were also as previously described [17]. Because blue-light treatments prevented seed germination in our experimental conditions, germination was allowed to proceed under darkness for 3 days before the blue-light treatment. Controls were kept under darkness for 10 days.

### 4.7. Statistics

Differences between the transgenic and control groups of sibling material (seeds or seedlings) were tested using analysis of variance (ANOVA). For comparisons of germination after BTA (involving a temporal response), we used repeated measures ANOVA. Procedures for the statistical treatment have described in depth previously [4,5].

## Figures and Tables

**Figure 1:**
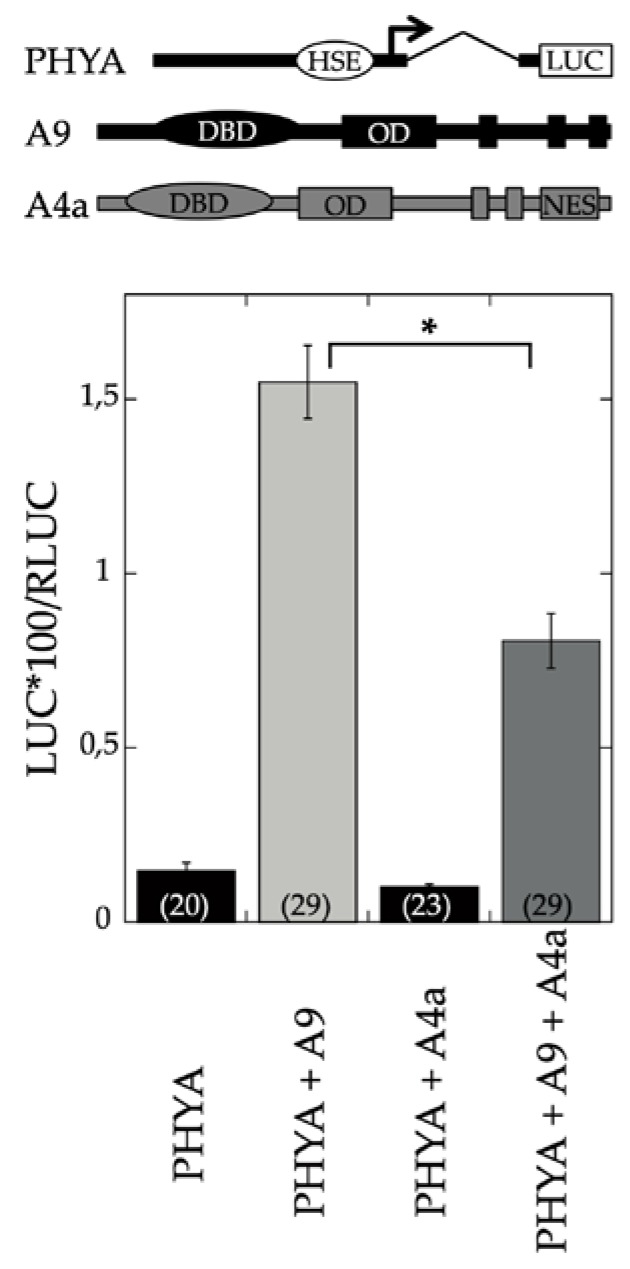
A4a impaired the transient activation of the PHYA promoter by A9. Top: Illustration showing the PHYA: LUC reporter gene and the A9 and A4a effectors used in the transient expression assays (genes are not drawn to scale). LUC: Luciferase reporter gene, DBD: DNA Binding Domain, OD: Oligomerization Domain, NES: Nuclear Export Signal. HSE (Heat Shock *cis*-Element) denotes the imperfect *cis-*elements used by A9 in *NtPHYA1.* Bottom: transient expression assays. Numbers in parentheses show the number of replicates for each reporter/effector plasmid combination. The asterisk indicates a statistically significant difference (see Table S7). Error bars denote the SEM.

**Figure 2:**
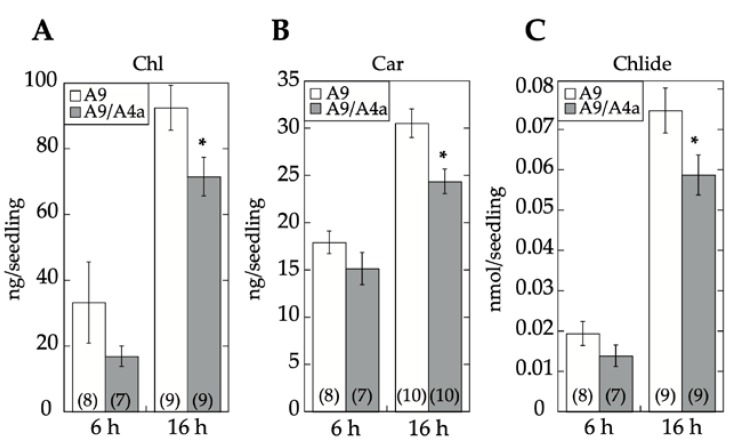
A4a reduced greening in the A9 genetic background. Total chlorophyll (**A**), carotenoid (**B**), and chlorophyllide (**C**) content in sibling 35S:A9/A4a (A9/A4a) and 35S:A9 (A9) seedlings. Seeds from the different sibling lines were germinated and kept under darkness for 4 days. After the germination treatment, seedlings were transferred to continuous white light conditions for 6 h or 16 h, as indicated. The average photopigment content ± SEM was then determined in at least three experiments, performed with three different pairs of sibling lines. The asterisks denote significant statistical difference (*p* < 0.05; see Table S7). Numbers in brackets denote sample size (number of Petri dishes, each dish providing average measurements from 30–60 seedlings).

**Figure 3:**
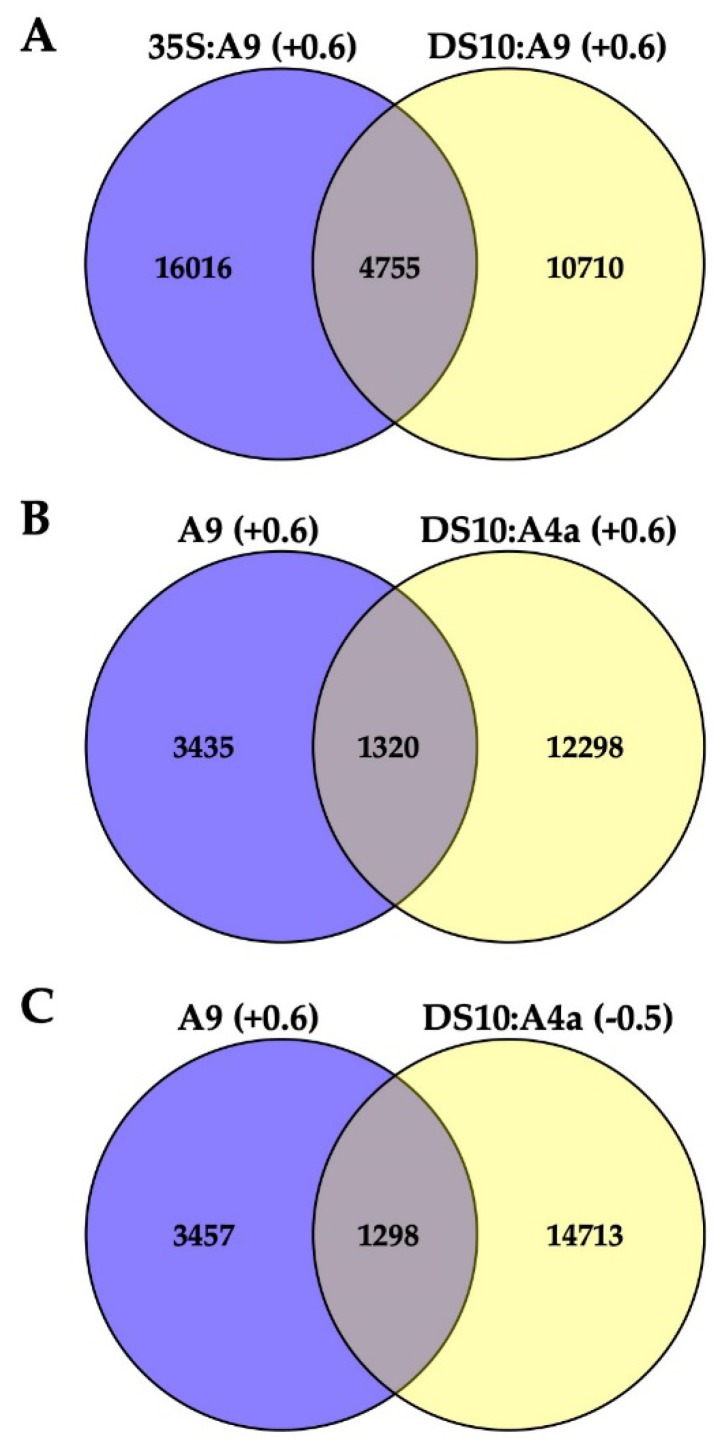
Comparisons of differentially regulated genes from the different RNA-seq analyses. (**A**) The A9up set of 4755 genes consistently upregulated in the 35S:A9 and DS10:A9 RNA-seq experiments. (**B**) Comparison of the A9up genes with genes upregulated in the DS10:A4a RNA-seq. (**C**) Comparison of the A9up genes with genes downregulated in the DS10:A4a RNA-seq. The considered log2fold upregulation (+0.6) or downregulation (−0.5) level is indicated for each comparison. See the text in the Results section for further explanation and interpretation of the different gene subsets obtained from the RNA-seq comparisons summarized here and listed in Tables S1 and S3–S6. Examples for the different gene subsets mentioned in the text are included in Table S2.

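At these levels, the smallest log2 fold in the table of A4a-up genes was 0.60 and the fold nearest 0 in that of A4a-down genes was -0.50. Genes close to the lower level include those for ribosomal proteins L4 (gene_19908), at an FPKM of 203 in NT and 143 in DS10:A4a seeds (log2 fold -0.51, counting interval -0.57 to -0.45), and chlorophyll a-b binding protein 50 (gene_74188), at 56.1 and 38.0 (-0.56, -0.64 to -0.48). With -0.6 for lower genes, the size used for higher ones, 13903 A4a-down genes and 1180 A9up genes among them were left. Between the A4a-up and A4a-down tables 0 genes were shared. With a log2 fold of at least 1 in each comparison, the A9up set numbered 2727 genes, with 665 of them higher and 581 lower in DS10:A4a seeds.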

**Figure 4:**
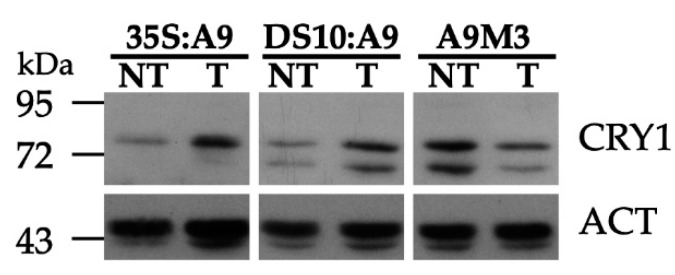
A9 enhanced the accumulation of the CRY1 protein in transgenic tobacco. Detection of CRY1 antibody-reacting proteins in total protein samples from imbibed seeds and seedlings grown under darkness. Results for 10-day-old seedlings illustrated with samples from a representative sibling pair of nontransgenic (NT) and transgenic (T) (35S:A9) lines. Results for seeds imbibed for 24 h depicted for representative pairs of NT and T (DS10:A9 or DS10:A9M3) lines. Equal loading of total protein per lane was verified with antibodies against actin (ACT).

**Figure 5:**
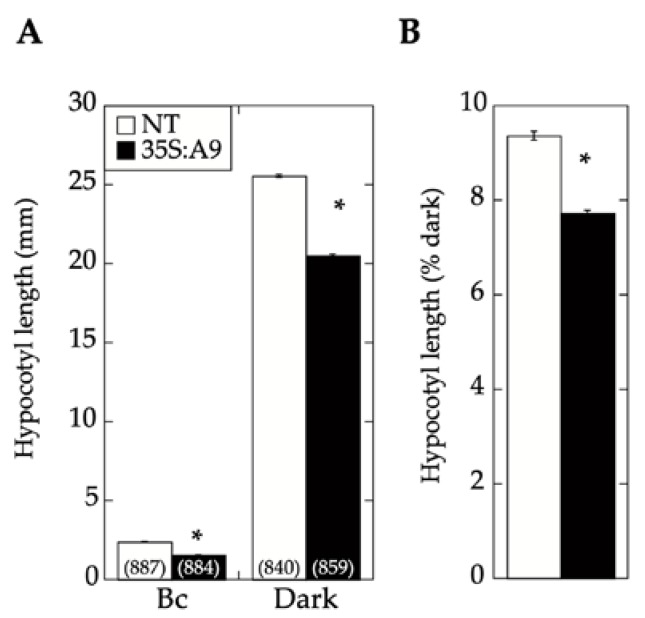
CRY1-dependent hypocotyl growth responses to blue light were enhanced by A9. Hypocotyl growth inhibition of 35S:A9 seedlings after illumination with blue light. (**A**) Hypocotyl length was measured in seedlings grown under darkness for 3 days and then illuminated under continuous monochromatic blue light (Bc) at a fluence rate of 20 μmol m^−2^. (**B**) The measured hypocotyl lengths from panel A are represented as the percentage of length measured after illumination with respect to that in dark-grown seedlings. This eliminated the differences between NT and 35S:A9 seedlings observed without illumination and allowed us to assay only the effect on the blue-light response. Note that in tobacco seeds, after 3 days of imbibition under darkness, growth was only detectable as the root point started to protrude the seed coat. Three pairs of 35S:A9/NT sibling lines were analyzed in at least two independent experiments. Numbers in brackets represent the number of measurements. Asterisks indicate the statistically significant differences (see Table S7). Error bars denote the SEM.

**Figure 6:**
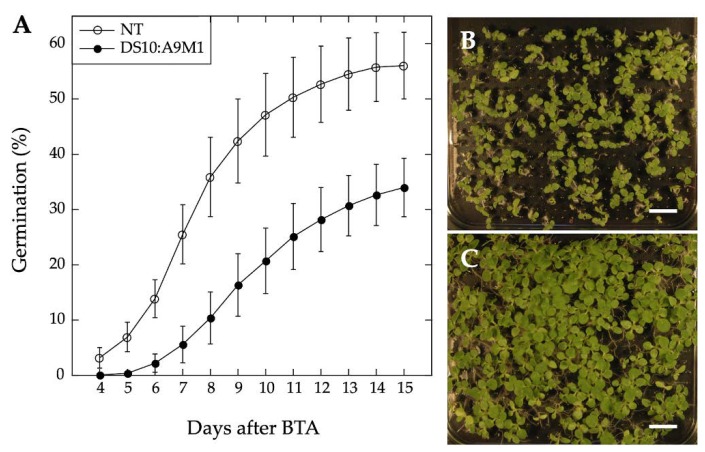
A9 loss-of-function effect on seed deterioration in the DS10:A9M1 homozygous lines. (**A**) Results of Basal Thermotolerance Assay (BTA) assays performed with seeds from three different DS10:A9M1 lines compared with the sibling NT lines. Average germination percentages at different times after BTA (for a total of three independent experiments per line) are shown. Representative photographs of DS10:A9M1 (**B**) and sibling NT seed survival (**C**) 15 days after BTA in both cases. Scale bars: 1 cm. The observed seed longevity reduction for DS10:A9M1 was moderate and statistically significant, as expected from our precedent analyses of heterozygous lines (see Figure 2A in [7]). However, the observed reduction was lower than what previously reported for homozygous DS10:A9M3 seeds (see Figure 3 in [7]). Furthermore, statistics confirmed that the effects of DS10:A9M1 and DS10:A9M3 on longevity in homozygous seeds were highly significantly different (for statistics, see Table S7).

**Figure 7:**
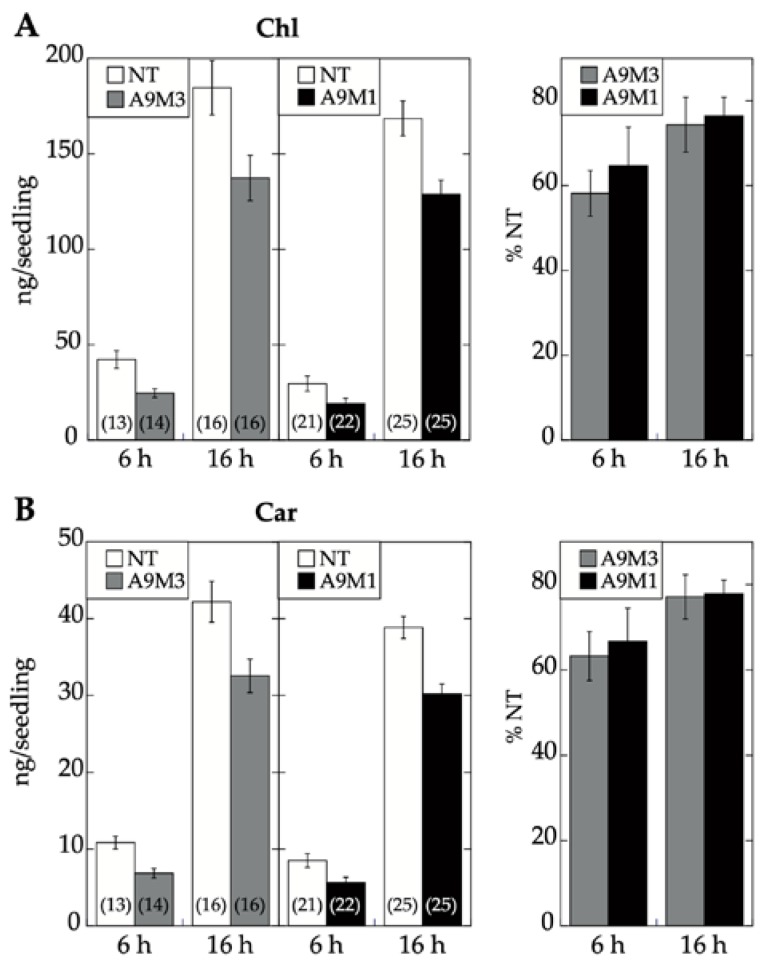
Similar A9 loss-of-function effect on seedling greening in the DS10:A9M1 (A9M1) and DS10:A9M3 (A9M3) homozygous lines. Seeds from the different transgenic (A9M1 or A9M3) and the corresponding sibling NT lines were germinated and kept under darkness for 4 days. After dark germination, seedlings were transferred to continuous white-light conditions for 6 h or 16 h, as indicated, before pigment extraction and quantification. (**A**) Comparison of greening reduction using total chlorophyll content. (**B**) Comparison of greening reduction using total carotenoid content. Average photopigment content was determined and depicted as in Figure 2. Percent pigment content with respect to NT is provided in the panels to the right in each case. Statistical analyses did not find significant differences between pigment content reduction observed in the A9M1 and A9M3 seedlings after either 6 h or 16 h illumination (see Table S7). Data from at least three experiments, performed with two different pairs of sibling lines. Error bars denote the SEM.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2223-7747/9/3/335/s1. Table S1. The 4755 genes consistently upregulated by A9 in the RNA-seq experiments (see Figure 3A). Table S2. The A9up gene examples mentioned in the text. Table S3. The 13618 genes upregulated in the DS10:A4a RNA-seq experiment (see Figure 3B). Table S4. The subset of 1320 A9up genes co-activated by A9 and A4a (see Figure 3B). Table S5. The 16011 genes downregulated in the DS10:A4a RNA-seq experiment (see Figure 3C). Table S6. The subset of 1298 A9up genes downregulated in the DS10:A4a RNA-seq experiment (see Figure 3C). Table S7. Statistical comparisons mentioned in the text or in the Figures. The RNA-seq datasets supporting the conclusions of this article are available in the GEO repository under accession number GSE140837.

## References

[1] Scharf K.D., Berberich T., Ebersberger I., Nover L. (2012). The plant heat stress transcription factor (Hsf) family: Structure, function and evolution. Biochim. Biophys. Acta.

[2] Guo M., Liu J.H., Ma X., Luo D.X., Gong Z.H., Lu M.H. (2016). The Plant Heat Stress Transcription Factors (HSFs): Structure, Regulation, and Function in Response to Abiotic Stresses. Front. Plant Sci..

[3] Almoguera C., Rojas A., Diaz-Martin J., Prieto-Dapena P., Carranco R., Jordano J. (2002). A seed-specific heat-shock transcription factor involved in developmental regulation during embryogenesis in sunflower. J. Biol. Chem..

[4] Prieto-Dapena P., Castaño R., Almoguera C., Jordano J. (2006). Improved resistance to controlled deterioration in transgenic seeds. Plant Physiol..

[5] Prieto-Dapena P., Castaño R., Almoguera C., Jordano J. (2008). The ectopic overexpression of a seed-specific transcription factor, HaHSFA9, confers tolerance to severe dehydration in vegetative organs. Plant J..

[6] Almoguera C., Prieto-Dapena P., Personat J.M., Tejedor-Cano J., Lindahl M., Diaz-Espejo A., Jordano J. (2012). Protection of the Photosynthetic Apparatus from Extreme Dehydration and Oxidative Stress in Seedlings of Transgenic Tobacco. PLoS ONE.

[7] Tejedor-Cano J., Prieto-Dapena P., Almoguera C., Carranco R., Hiratsu K., Ohme-Takagi M., Jordano J. (2010). Loss of function of the HSFA9 seed longevity program. Plant Cell Environ..

[8] Tejedor-Cano J., Carranco R., Personat J.-M., Prieto-Dapena P., Almoguera C., Manuel Espinosa J., Jordano J. (2014). A Passive Repression Mechanism that Hinders Synergic Transcriptional Activation by Heat Shock Factors Involved in Sunflower Seed Longevity. Mol. Plant.

[9] Carranco R., Espinosa J.M., Prieto-Dapena P., Almoguera C., Jordano J. (2010). Repression by an auxin/indole acetic acid protein connects auxin signaling with heat shock factor-mediated seed longevity. Proc. Natl. Acad. Sci. USA.

[10] Personat J.M., Tejedor-Cano J., Prieto-Dapena P., Almoguera C., Jordano J. (2014). Co-overexpression of two Heat Shock Factors results in enhanced seed longevity and in synergistic effects on seedling tolerance to severe dehydration and oxidative stress. BMC Plant Biol..

[11] Pogson B.J., Ganguly D., Albrecht-Borth V. (2015). Insights into chloroplast biogenesis and development. Biochimica et Biophysica Acta.

[12] Franklin K.A., Quail P.H. (2010). Phytochrome functions in Arabidopsis development. J. Exp. Bot.

[13] Chen M., Chory J. (2011). Phytochrome signaling mechanisms and the control of plant development. Trends Cell Biol..

[14] Wang H., Wang H. (2015). Phytochrome signaling: Time to tighten up the loose ends. Mol. Plant.

[15] Chaves I., Pokorny R., Byrdin M., Hoang N., Ritz T., Brettel K., Essen L.O., Van Der Horst G.T.J., Batschauer A., Ahmad M. (2011). The cryptochromes: Blue light photoreceptors in plants and animals. Annu. Rev. Plant Biol..

[16] Christie J.M. (2007). Phototropin blue-light receptors. Annu. Rev. Plant Biol..

[17] Prieto-Dapena P., Almoguera C., Personat J.M., Merchan F., Jordano J. (2017). Seed-specific transcription factor HSFA9 links late embryogenesis and early photomorphogenesis. J. Exp. Bot.

[18] Rojas A., Almoguera C., Carranco R., Scharf K.D., Jordano J. (2002). Selective Activation of the Developmentally Regulated *Hahsp17.6G1* Promoter by Heat Stress Transcription Factors. Plant Physiol..

[19] Lin C., Ahmad M., Gordon D., Cashmore A.R. (1995). Expression of an Arabidopsis cryptochrome gene in transgenic tobacco results in hypersensitivity to blue, UV-A, and green light. Proc. Natl. Acad. Sci. USA.

[20] Poppe C., Sweere U., Drumm-Herrel H., Schäfer E. (1998). The blue light receptor cryptochrome 1 can act independently of phytochrome A and B in Arabidopsis thaliana. Plant J..

[21] Kotak S., Port M., Ganguli A., Bicker F., Von Koskull-Doring P. (2004). Characterization of C-terminal domains of Arabidopsis heat stress transcription factors (Hsfs) and identification of a new signature combination of plant class A Hsfs with AHA and NES motifs essential for activator function and intracellular localization. Plant J..

[22] Hiratsu K., Matsui K., Koyama T., Ohme-Takagi M. (2003). Dominant repression of target genes by chimeric repressors that include the EAR motif, a repression domain, in Arabidopsis. Plant J..

[23] Rajjou L., Lovigny Y., Groot S.P., Belghazi M., Job C., Job D. (2008). Proteome-wide characterization of seed aging in Arabidopsis: A comparison between artificial and natural aging protocols. Plant Physiol..

[24] Sano N., Rajjou L., North H.M., Debeaujon I., Marion-Poll A., Seo M. (2016). Staying Alive: Molecular Aspects of Seed Longevity. Plant Cell Physiol..

[25] Leprince O., Buitink J. (2010). Desiccation tolerance: From genomics to the field. Plant Sci..

[26] Finch-Savage W.E., Bassel G.W. (2016). Seed vigour and crop establishment: Extending performance beyond adaptation. J. Exp. Bot.

[27] Friedberg J.N., Bowley S.R., McKersie B.D., Gurley W.B., Czarnecka-Verner E. (2006). Isolation and characterization of class A4 heat shock transcription factor from alfalfa. Plant Sci..

[28] Baniwal S.K., Chan K.Y., Scharf K.D., Nover L. (2007). Role of heat stress transcription factor HsfA5 as specific repressor of HsfA4. J. Biol. Chem..

[29] Shim D., Hwang J.U., Lee J., Lee S., Choi Y., An G., Martinoia E., Lee Y. (2009). Orthologs of the Class A4 Heat Shock Transcription Factor HsfA4a Confer Cadmium Tolerance in Wheat and Rice. Plant Cell.

[30] Lang S., Liu X., Xue H., Li X., Wang X. (2017). Functional characterization of BnHSFA4a as a heat shock transcription factor in controlling the re-establishment of desiccation tolerance in seeds. J. Exp. Bot..

[31] Sanchez-Lamas M., Lorenzo C.D., Cerdan P.D. (2016). Bottom-up Assembly of the Phytochrome Network. PLoS Genet.

[32] Hloušková P., Bergougnoux V. (2016). A subtracted cDNA library identifies genes up-regulated during PHOT1-mediated early step of de-etiolation in tomato (*Solanum lycopersicum* L.). BMC Genom..

[33] Bourbousse C., Mestiri I., Zabulon G., Bourge M., Formiggini F., Koini M.A., Brown S.C., Fransz P., Bowler C., Barneche F. (2015). Light signaling controls nuclear architecture reorganization during seedling establishment. Proc. Natl. Acad. Sci. USA.

[34] *Nicotiana tabacum* Reference Genome. ftp://ftp.solgenomics.net/genomes/Nicotiana_tabacum/sierro_et_al_2014/assembly/Ntab-BX_AWOK-SS.fa.gz.

[35] *Nicotiana tabacum* Transcriptome. ftp://ftp.solgenomics.net/tobacco_genome/sierro_et_al_2014/annotation/Ntab-BX_AWOK-SS_Basma.mrna.annot.fna.

[36] Audic S., Claverie J.M. (1997). The significance of digital gene expression profiles. Genome Res..

# Supplementary material for: Heat Stress Factors Expressed during Seed Maturation Differentially Regulate Seed Longevity and Seedling Greening
**Source:** Plants (Basel). 2020 Mar 6;9(3):335. doi: 10.3390/plants9030335
**Supplement:** Supplementary file 1

**Table S7**

| **Comparison** | **Statistics** |
| --- | --- |
| PHYA + A9 to PHYA + A9 + A4 (Fig. 1) | *F*= 32.004, *P*< 0.0001 |
| Chl, A9 to A9/A4a, 16h under white light (Fig. 2) | *F*= 5.43, *P*= 0.033 |
| Car, A9 to A9/A4a, 16h under white light (Fig. 2) | *F*= 9.48, *P*= 0.0065 |
| Chlide, A9 to A9/A4a, 16h under white light (Fig. 2) | *F*= 4.57, *P*= 0.048 |
| Hypocotyl length (mm), Bc, NT to 35S:A9 (Fig. 5) | *F*= 1097.6, *P*< 0.0001 |
| Hypocotyl length (mm), Dark, NT to 35S:A9 (Fig. 5) | *F*= 1399, *P*< 0.0001 |
| Hypocotyl length (%), Bc, NT to 35S:A9 (Fig. 5) | *F*= 213.7, *P*< 0.0001 |
| Germination, NT to A9M1 (Fig. 6) | *F*= 9.04, *P*= 0.011 |
| Chl, % NT, A9M1 to A9M3, 6h under white light (Fig. 7) | *F*= 0.283, *P*= 0.598 |
| Chl, % NT, A9M1 to A9M3, 16h under white light (Fig. 7) | *F*= 0.079, *P*= 0.78 |
| Car, % NT, A9M1 to A9M3, 6h under white light (Fig. 7) | *F*= 0.103, *P*= 0.751 |
| Car, % NT, A9M1 to A9M3, 6h under white light (Fig. 7) | *F*= 0.016, *P*= 0.899 |

How the deposited data were processed for this re-analysis (not part of the article)

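RNA from imbibed tobacco seeds (DS10:A9, DS10:A4a and 2 libraries of their NT siblings) and from 3-week-old seedlings (35S:A9 and NT) was sequenced as 6 pooled libraries, with 4 RNA samples mixed in each pool. Seeds were compared with seeds and seedlings with seedlings, 1 library against 1, in 3 comparisons. Which NT seed library belongs to which seed comparison was taken from the deposited tables.

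The authors trimmed and mapped the reads and made the FPKM values as deposited with HISAT (version 0.1.6), StringTie (1.04), Bowtie2 (2.2.5) and RSEM (1.2.12), versions as given in the submitters' processing notes. The log2 values in the deposited tables are the authors' log2 of the T over the NT FPKM, with 0.01 in place of 0. The p-values in the deposited tables are the authors' Poisson p for 1 library against another, and transcript lengths in bases stand beside them. The tables list genes selected by a threshold, 0.6 for higher and -0.5 for lower genes on the log2 scale (43 A9up genes lie just under 0.6 in a comparison), so the genes that were measured and did not pass are not known and no enrichment test was run. In 1 gene the deposited log2 differed from that of its FPKM by over 0.02, and in the A9up table 1 block of values pairs different gene identifiers, which leaves 4753 of 4755 identifiers with both comparisons. The length of a gene was the same in both A9 comparisons for 3830 A9up genes. No expression column was left unused.

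Log2 folds were recomputed from the FPKM with Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1. Sets were formed at 0.6 and -0.5, and genes shared between sets were counted by identifier. No fold is given against a library listed at 0. Each comparison has 1 library per condition. The 2 NT seed libraries, normalized separately, were each kept with their own comparison, and a test that pools them as 1 condition, which would leave 1 residual degree of freedom among the seed libraries, was not run: both NT values are given only for A9up genes in an A4a table, which were selected on these libraries. No p-value across conditions is given, and differences are described with the counting error of the libraries. For genes listed at 0 in the NT library, the authors' p follows from the fragments in the T library and the depth ratio. It gave depth ratios (T over NT) of 1.03 for DS10:A9 and 1.005 for DS10:A4a, and whole fragments within 0.1% for 1752 of 1790, 1200 of 1215 and 4617 of 4755 such genes in the DS10:A9, 35S:A9 and DS10:A4a comparisons. FPKM, length (less 65, 45 and 65 bases in these comparisons) and depth then gave the fragments of every gene. Log2 folds carry exact binomial (Clopper-Pearson) 95% intervals from these fragments, and shares of genes carry exact binomial 95% intervals. Both cover counting error only. Genes are not independent replicates.

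The steps were tested on simulated data with the same genes and depths. Depths of 11600000, 13400000 and 16300000 fragments for the T libraries (rounded) were recovered from inputs of the same size, and the Poisson p within 1% for 94.0 to 95.6%. Fragments were recovered within 1 fragment or 2% for at least 99.99% of genes with an FPKM of 0 or of at least 0.1 in both libraries. These were 3544, 4073 and 21206 of 4361, 4565 and 27341 simulated genes in the DS10:A9, 35S:A9 and DS10:A4a comparisons. Recovery at lower FPKM values was not checked. A simulated log2 change of 1 was past the threshold for 85 to 90% of changed genes and one of 2 for 99 to 100%. Unchanged genes passed a threshold by counting alone in 66.2% of cases at an FPKM under 1, 39.4% at 1 to under 10 and 1.20% at 10 or more in the DS10:A9 comparison. The simulated genes had the fragments of genes that are in the deposited tables. These rates are therefore not those of all measured genes. Of 100 lists of 20 unchanged genes each, 9 lay outside the central 95% in the DS10:A4a comparison and 1 in the DS10:A9 comparison.

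Genes were grouped in 26 lists by patterns in the deposited protein descriptions, written before the data were examined, as were the alternatives unless stated. The paper had already named, from these same data, sHSP genes as higher and HY5 and flavonoid genes as lower with A4a. The percentiles of lists that cover such genes are therefore not independent of its results. For each list the median log2 fold in the A4a tables was placed among 10000 random lists of the same size matched on mean FPKM in 10 bins; the percentile describes these libraries. The genes named were set by a rule: the 22 genes of Table S2; on log2(FPKM + 1), among genes with a described product, the 8 with the largest change of the A9up, A4a-up and A4a-down sets and the 5 of each overlap, by the smallest change where a set rests on several comparisons; the 3 members of each list with the highest mean FPKM per table; and every cryptochrome. Opening parts of Tables S1 and S3 to S6 and all of Table S2 had been read when the rule was written. The alternatives were pseudocounts of 0.1 and 1, a minimum FPKM of 1, the authors' p under 0.05 and 0.001, a fold of 1 and a threshold of -0.6 for lower genes. The recomputed p as a criterion and the FPKM minimum of 10 were chosen after seeing the data. Promoter assays, protein blots and measurements of seedlings and seed survival were not analysed here.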

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

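The limits behind these entries, a list median outside the central 95% of random lists and a counting interval of the log2 fold wholly beyond 5, were chosen after the values were seen. Each entry lies outside what the paper discusses, with 1 library per condition and comparison and no replicate check.

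In DS10:A4a seeds the median log2 fold of raffinose family and galactinol enzymes lay at percentile 100 of random lists. Membership rests on descriptions, most often that of a probable galactinol-sucrose galactosyltransferase, and what these enzymes do was not tested. With an FPKM of 1 or more this list was left with 5 genes, several members sharing a description. The median of antioxidant enzymes lay at percentile 99.95, and at 96.0 with an FPKM of 1 or more, inside the central range. The median of heat stress transcription factors lay at 99.3. The median of DnaJ proteins, the cochaperones of HSP70, lay at 98.8, and at 83.7 with an FPKM of 1 or more, inside the central range.

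In 35S:A9 seedlings RuBisCO activase 1 (gene_62894) had a log2 fold of 5.25 and RuBisCO activase 2 (gene_72548) one of 5.42. These activase genes were also higher in DS10:A4a than in NT seeds. FtsH protease (gene_22233) was at an FPKM of 0.15 in NT and 48.4 in 35S:A9 seedlings, a log2 fold of 8.33 (counting interval 7.18 to 9.75). In DS10:A4a seeds the genes for the receptor kinase ERL1, of the family that patterns stomata, were at 0.09 and 25.8 (gene_61133, log2 fold 8.17, 6.82 to 10.06) and at 0.11 and 19.7 (gene_15486, 7.48, 6.33 to 8.91). A tRNA-dihydrouridine synthase-like gene (gene_16384) was at an FPKM of 9.81 in NT seeds, from 202 fragments, and was listed at 0 in DS10:A4a seeds.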

How the results depend on the processing

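The recomputed p as a criterion, the minimum FPKM of 10 and the count of identifiers at any fold were chosen after seeing the data. No paired analysis, no fit with a replicate block and no analysis without a library was run: each comparison has 1 pooled library per condition, and the 2 NT seed libraries belong to different comparisons. The counts below are of A9up, A4a-up and A4a-down genes, then of A9up genes higher and of A9up genes lower in DS10:A4a seeds, then the share of the moved A9up genes that were higher, which were 4710, 13618, 16011, 1320, 1298 and 50.4%. With a pseudocount of 1 they were 657, 2196, 3403, 103, 82 and 55.7%. With an FPKM of at least 1 in a library of each pair they were 1002, 3460, 5111, 184, 153 and 54.6%. With the authors' p under 0.05 they were 705, 2812, 3481, 108, 54 and 66.7%, and with it under 0.001 they were 156, 807, 662, 38, 10 and 79.2%. With a log2 fold of at least 1 they were 2727, 9604, 9561, 665, 581 and 53.4%. With the recomputed p under 0.05 they were 835, 3141, 4028, 136, 80 and 63.0%, and with it under 0.001 they were 255, 1183, 1207, 53, 24 and 68.8%. With an FPKM of at least 10, 24 A9up genes were higher and 6 lower, a share of 80%. A pseudocount of 0.1 left 843 A9up genes lower in DS10:A4a seeds and the other counts within 1.5 times. With -0.6 for lower genes the share was 52.8%, and the identifiers at any fold numbered 4753. These alternatives drop genes by construction, weakly expressed ones above all where a pseudocount, an FPKM minimum or a p is used. The cause of the moving share was not tested by them.

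Pseudocounts were tried on log2 folds, with no library at 0, of the Table S2 genes, the largest-change genes of each set and overlap, and the cryptochromes. With a pseudocount of 0.1 all of these folds stayed within their counting intervals and 98 past the threshold. With 1, 78 stayed within and 23 did not, and 82 were past it. The other named members of the gene lists were not included. Gene list medians outside the central 95% of random lists numbered 6 of 26, 10 with a pseudocount of 1 and 4 with an FPKM of at least 1. The lists outside in all of these settings were sHSPs, heat stress transcription factors, raffinose family enzymes and flavonoid synthesis. With a pseudocount of 1 alone, those of light-harvesting, gibberellin, ribosomal protein and cell wall loosening genes were outside too, and with an FPKM of at least 1 those of antioxidant enzymes and DnaJ proteins were inside. The median log2 ratio of the NT seed libraries (A4a over A9 comparison) was 0.49 over A9up genes moved by A4a, 0.11 with a pseudocount of 1, 0.45 with an FPKM of at least 1 and 0.16 where both NT values were at least 10. A9up genes were selected for NT values below those of DS10:A9 seeds, and these NT values are the denominator. Part of a ratio above 0 is therefore built in, and how much was not tested. Depth limits most genes: 3313 A9up genes had an FPKM under 1 in both seed libraries, and 2254 had at most 1 fragment in NT and at most 5 in DS10:A9 seeds.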

Differences from the paper's values

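The paper's depth is at least 4.44 Gb of clean reads per sample. The smallest library, the NT seeds of the DS10:A9 comparison, came to 2.27 Gb when its recovered fragments are taken as 2 reads of 100 bases each. The measures are not the same, since the paper counts clean reads before mapping and the recovered value counts fragments assigned to genes. No alternative set before the data were examined bears on this value.

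The paper names SIG1 as a sigma factor; the gene identifier listed for it is described in the deposited table as sigma factor binding protein 1. The paper names PHYC among receptors with potential upregulation; in seedlings its FPKM was 1.91 in NT and 3.19 in 35S:A9, while in DS10:A9 seeds it rests on 1 fragment. The paper's methods give 0.6 as the threshold for differential genes, and the legend of its Figure 3 gives -0.5 for lower genes, the value at which the deposited table of A4a-down genes ends. Of the A9up genes, 43 had a log2 fold just under 0.6 in a comparison, and 4710 were at 0.6 or more, against the paper's count of 4755. The p column of the authors' deposited tables holds 66 values above 1 in the DS10:A9 and 335 in the DS10:A4a comparison.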

Other observations

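Of the tests reported here, the one on the stage of germination, the 3 on flavonoid genes and the one that sets A9up genes with an FPKM of at least 10 against the other A9up genes were written after the result was seen, as were the minimum FPKM of 10, the share without sHSP genes and the choice of genes named from the well-expressed A9up set.

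Of the lists for growth and for the seed stage, none had a median outside the central 95% of random lists in DS10:A4a seeds, though those of ribosomal proteins and of cell wall loosening genes were outside with a pseudocount of 1. As the A4a tables hold no fold between -0.5 and 0.6, a median inside that range does not show that a list split evenly. Of the ribosomal protein genes in the A4a tables, 48 were lower and 17 higher, as S15 (gene_56642) at an FPKM of 174 in NT and 121 in DS10:A4a seeds (log2 fold -0.53, counting interval -0.71 to -0.36) and S21 (gene_47731) at 113 and 76.8. The percentile of their median was 33.5, and 0 with a pseudocount of 1. Cell wall loosening genes were higher for 53 and lower for 44 (83.3, and 97.6 with a pseudocount of 1). A xyloglucan endotransglucosylase gene, gene_48956, was at 58.6 and 89.1, and another, gene_6633, at 9.56 and 2.94 (-1.70, -2.12 to -1.30); with an FPKM of 1 or more 15 of the list were lower and 9 higher, and its median turned negative. Of storage and oil-body protein genes, 4 were lower and 2 higher (37.7), as oleosin 1-like (gene_77511) at 18.1 and 12.6, and of LEA genes 3 were lower and 2 higher (22.1), while Lea5-like (gene_44720) was at 4.65 and 20.5 (2.14, 1.70 to 2.61). Organelle-encoded proteins, a list that also holds RuBisCO activase 1 through its description, were lower for 26 and higher for 16 genes (9.01), and retrotransposon-derived proteins for 235 and 195 (51.4), with 192 of the latter list in the A9up table.

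In the seedling comparison, an endo-beta-mannanase gene (gene_39794), for an enzyme of endosperm weakening, was at an FPKM of 3.00 in NT and 21.2 in 35S:A9 seedlings (2.82, 2.42 to 3.25). Its values in seeds are not given here. Of well-expressed A9up genes, chosen after their values were seen, the cochaperone gene BAG6 (gene_70529) was at 205 and 431 in NT and DS10:A4a seeds, the coactivator gene MBF1c (gene_84717) at 35.1 and 85.7, and the glycosyltransferase gene UGT73C1 (gene_1107) at 14.3 and 57.3. The UGT73C3-like genes gene_55057 and gene_65913 were lower, at 20.0 and 12.0 and at 10.5 and 6.12. With an FPKM of at least 10, 24 A9up genes were higher and 6 lower.

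The share of moved A9up genes that were higher in DS10:A4a seeds was 80% at an FPKM of at least 10 and 50.4% with no minimum. Few fragments behind low FPKM values may account for the lower share over all genes: among A9up genes with a recomputed p below 0.001 in both seed comparisons 72.8% were higher (67 of 92, 62.6 to 81.6%), although these genes also have a higher FPKM. Unequal thresholds for higher and lower genes are argued against as the whole cause of the larger share at higher FPKM: with 0.6 in both directions, which took the share of all A4a-table genes at an FPKM of at least 10 from 49.0 to 64.9%, the A9up share was 82.8% at an FPKM of at least 10 and 52.4% among the other A9up genes, a difference of 30.3 percentage points (11.7 to 41.9) against 29.9 (11.3 to 42.4) with the unequal thresholds. For the excess of A9up genes over all genes at that FPKM they cannot be told apart from a difference of the genes themselves, since with 0.6 in both directions it was 17.8 percentage points (-0.70 to 29.2), which spans the bound of 10. In this excess the A9up genes had to reach the FPKM in every comparison, and all genes in the DS10:A4a comparison alone, so the sets were not filtered alike. Without sHSP genes the A9up share was 73.9% (17 of 23, 51.6 to 89.8%). A different response of well-expressed A9 targets to A4a stays open and untested.

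Ribosomal protein genes were mostly lower in DS10:A4a seeds, 73.8% of 65 genes. That these transcripts are short and abundant is argued against as the whole cause, narrowly: the ribosomal share was more than 10 percentage points above that of genes matched on FPKM and length in 96.1% of random draws, close to the bound of 95% (matched median 53.8%, 41.5 to 64.6%). Unequal thresholds stay open, since with 0.6 in both directions the excess over all A4a-table genes was 13.3 percentage points (-2.0 to 26.8; 30 of 47 genes lower). An earlier stage of germination could also account for the pattern and cannot be told apart, as the A4a tables held 2 storage, oil-body or LEA genes with an FPKM of 1 or more, too few to read a stage from.

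A9up genes of flavonoid synthesis were lower in DS10:A4a seeds for 17 of 19. Few fragments are argued against by 10 of the 17 with a recomputed p below 0.05 in the A4a comparison (7 below 0.001). Reads shared between copies of 1 gene are argued against only as the source of the whole pattern. The 8 lower genes with an FPKM of 1 or more encode 4 enzymes (3 if gene_26836, a dihydroflavonol reductase by 1 of its descriptions, is left out). Copies for 1 enzyme may still share reads. The chalcone synthase genes gene_5201 and gene_77491 had 332 and 96 and 332 and 98 fragments in NT and DS10:A4a seeds. The gene counts given here may thus stand for fewer separate genes. A high NT library in the A4a comparison cannot be told apart from an effect of A4a by these counts. Of the 17, 13 were lower in DS10:A4a than in either NT seed library, or 76.5% (50.1 to 93.2%), which spans the bound of 60%. So does 13 of 16 (54.4 to 96.0%) without gene_57947, whose description in the seed comparisons is of no flavonoid enzyme. However, gene_37943, gene_47345 and gene_57947 were listed at 0 in the NT seeds of the DS10:A9 comparison and could not be lower there. Genes with an outcome fixed in this way pull both shares down. All 8 with an FPKM of 1 or more were lower than in either NT seed library, with levels set across separately normalized tables. Lower flavonoid transcripts in response to A4a is a hypothesis that these single libraries leave open.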
